# Transcriptome Signatures Predict Phenotypic Variations of *Candida auris*

**DOI:** 10.3389/fcimb.2021.662563

**Published:** 2021-04-14

**Authors:** Sabrina Jenull, Michael Tscherner, Nataliya Kashko, Raju Shivarathri, Anton Stoiber, Manju Chauhan, Andriy Petryshyn, Neeraj Chauhan, Karl Kuchler

**Keywords:** *Candida auris*, transcriptional profiling, phenotypic variation, antifungal multidrug resistance, RNA-seq

## Abstract

Health care facilities are facing serious threats by the recently emerging human fungal pathogen *Candida auris* owing to its pronounced antifungal multidrug resistance and poor diagnostic tools. Distinct *C. auris* clades evolved seemingly simultaneously at independent geographical locations and display both genetic and phenotypic diversity. Although comparative genomics and phenotypic profiling studies are increasing, we still lack mechanistic knowledge about the *C. auris* species diversification and clinical heterogeneity. Since gene expression variability impacts phenotypic plasticity, we aimed to characterize transcriptomic signatures of *C. auris* patient isolates with distinct antifungal susceptibility profiles in this study. First, we employed an antifungal susceptibility screening of clinical *C. auris* isolates to identify divergent intra-clade responses to antifungal treatments. Interestingly, comparative transcriptional profiling reveals large gene expression differences between clade I isolates and one clade II strain, irrespective of their antifungal susceptibilities. However, comparisons at the clade levels demonstrate that minor changes in gene expression suffice to drive divergent drug responses. Finally, we functionally validate transcriptional signatures reflecting phenotypic divergence of clinical isolates. Thus, our results suggest that large-scale transcriptional profiling allows for predicting phenotypic diversities of patient isolates, which may help choosing suitable antifungal therapies of multidrug-resistant *C. auris.*

## Introduction

Infectious diseases pose a major threat to human health, which is further driven by the ever-ongoing emergence of new pathogens (Satoh et al., 2009; Cloeckaert and Kuchler, 2020; Wu et al., 2020). The increasing prevalence of (multi)drug-resistant microbial pathogens (Blair et al., 2015; Berman and Krysan, 2020) constitutes a worrisome global trend, which requires immediate attention in basic and applied research. SARS-Cov-2 is a horrific example of what can happen when treatment of a pathogen with pandemic potential is unavailable or when health care is forced into the “reactive” mode rather than the essential “preparedness” mode that would ensure eradication of pandemics (Cloeckaert and Kuchler, 2020). Ever since the first reported case of the human fungal pathogen *Candida auris* (Satoh et al., 2009), it has caused hospital outbreaks in more than 40 countries by today (Du et al., 2020). The rapid and independent emergence of *C. auris* in different geographical locations (Lockhart et al., 2017; Chow et al., 2020), along with its pronounced pan-antifungal traits has sparked serious concerns. Based on genomic analysis and the initial occurrence, *C. auris* clusters into 4 major clades, with the most recent emergence of a possible fifth clade from Iran (Chow et al., 2019). Isolates from different clades are genetically diverse, though intra-clade variability is limited at the genomic level, suggesting a clonal expansion for each clade (Sharma et al., 2016; Muñoz et al., 2018). In addition to global spreading of *C. auris*, this pathogen constitutes an epic clinical challenge due to poor diagnostics and because of its dramatic antifungal multidrug resistance (MDR) (Chowdhary et al., 2017; Mizusawa et al., 2017; Kordalewska and Perlin, 2019).

To date, four main classes of antifungals are in clinical use: azoles, echinocandins, polyenes and nucleoside analogues (Berman and Krysan, 2020). While the majority of identified *C. auris* isolates display intrinsic resistance to azoles such as fluconazole, susceptibilities to other antifungals strongly vary among clades. Recent studies demonstrated that clade II isolates (East Asian clade) show the highest degree of antifungal susceptibilities, while clade I strains (South Asian clade) show the lowest susceptibility (Arendrup et al., 2017; Szekely et al., 2019; Chen et al., 2020; Chow et al., 2020). In line with this, resistance to the polyene amphotericin B (AmB) was mainly detected in clade I and clade IV (South America clade) isolates (Chow et al., 2020). Generally, about 15-30% of *C. auris* isolates exhibit a high tolerance to AmB and 2-8% of isolates are echinocandin-resistant (Chowdhary et al., 2017), making echinocandins the choice of first-line treatment. However, isolates resistant to more than 2 or all classes of antifungals and isolates from India that show a severe increase in echinocandin-resistant have been observed (Kathuria et al., 2015; Chowdhary et al., 2017; Kordalewska et al., 2018; Chen et al., 2020).

In addition to pronounced MDR traits, *C. auris* shows strong adhesion to biotic surfaces such as human skin (Schelenz et al., 2016; Chow et al., 2018; Horton et al., 2020), which has become the major route of person-to-person transmission in health care settings (Forsberg et al., 2019). Therefore, the Centers of Disease Control and Prevention (CDC) has recently recognized the pandemic potential, and classified it as a global threat to human health, thus requiring urgent attention in medicare for the next decade (https://www.cdc.gov/fungal/candida-auris; (Meis and Chowdhary, 2018). Recent studies provide first glimpses about evolution, morphogenetic plasticity, host interactions and skin colonization behavior of different *C. auris* clades (Muñoz et al., 2018; Yue et al., 2018; Bruno et al., 2020; Chow et al., 2020; Huang et al., 2020). However, basic knowledge about *C. auris* cell biology or molecular mechanisms of its phenotypic diversification are lagging behind.

Cell fate and adaptations to environmental cues are not only determined by genomic variations, but are also fundamentally affected by regulators of epigenetic and transcriptional signatures (Burton and Torres-Padilla, 2014; Lappalainen and Greally, 2017). Likewise, alterations in these programs drive divergent phenotypic diversification that allows for niche adaptations, even under immune surveillance in host settings (Gómez-Díaz et al., 2012; Huang et al., 2019). Therefore, we aimed to assess transcriptomic profiles of different clade I isolates and the Japanese clade II type strain (CBS10913 aka CDC B11220) to identify inter- but also intra-clade-specific gene expression patterns linked to distinct phenotypical properties. In this study, we present transcriptional signatures of *C. auris* clade I isolates with distinct antifungal susceptibility profiles. We demonstrate that a limited set of regulated genes can drive divergent antifungal responses. In addition, we provide experimental validation of top-regulated genes mediating azole susceptibility and proteolysis-mediated growth of *C. auris* isolates. Hence, we believe that comparative transcriptional profiling of a variety of *C. auris* isolates will aid to predict fungal biological properties as well as MDR phenotypes based on gene expression signatures.

## Material and Methods

### Media and Fungal Growth Conditions

All strains used in this study are listed in **Supplementary Table 1**. Clinical isolates of *C. auris* were a generous gift of Rajendra Prasad and Arunoloke Chakraborti. Candida strains were routinely grown on YPD medium (1% yeast extract, 2% peptone and 2% glucose [all BD Biosciences]) at 30°C with 200 rpm shaking. For solid medium, 2% Bacto agar (BD Biosciences) was added. Synthetic complete (SC; 1.7 g/L yeast nitrogen base without amino acids and ammonium sulfate [BD Biosciences], 5 g/L ammonium sulfate [Sigma-Aldrich], amino acid mix and 2% glucose [all BD Biosciences]) medium was prepared as previously described (Kaiser et al., 1994). YCB-BSA medium was composed of 23.4 g/L yeast carbon base (Sigma-Aldrich) pH-adjusted with HCl to 4.0 and 5 g/L BSA (Sigma-Aldrich).

### Antifungal Susceptibility Screening on Solid Agar Medium

For antifungal susceptibility testing on solid medium, fungal strains were printed on solid YPD medium from cryo-cultures arranged on a 96-well plate using a robot instrument (RoToR HDA, Singer Ltd., Roadwater, UK). YPD plates were then incubated at 30°C for 3 days and material form fungal colony spots were inoculated in 200 µl liquid YPD medium in a 96-well plate using the robot instrument. Cultures were grown overnight at 30°C with constant agitation (150 rpm) and spotted on solid SC medium with or without antifungal drugs using the robot instrument. Plates were imaged after 3 days at 30°C. Plate spotting was performed in duplicates. The colony size was calculated using the R “gitter” package (https://github.com/omarwagih/gitter) and the relative colony size represents the colony size ratio on SC supplemented with antifungals relative to the colony size on SC medium alone. The lower the ratio of colony size with drug vs no drug, the more susceptible is the isolate. The following antifungals were used: fluconazole (FCZ; Discovery Fine Chemicals Ltd; 64, 32, 16, 8 and 4 µg/ml in DMSO [Sigma-Aldrich]), itraconazole (ICZ; Discovery Fine Chemicals Ltd; 0.15, 0.075 µg/ml in DMSO), voriconazole (VCZ; Discovery Fine Chemicals Ltd; 0.15, 0.075 µg/ml in DMSO), amphotericin B (AmB; Santa Cruz Biotechnology; 3.0 and 1.5 µg/ml in DMSO), caspofungin (Casp; Merck; 0.40, 0.20, 0.12 µg/ml in dH_2_O), 5-fluorocytosine (5-FC; Sigma-Aldrich; 10 and 5 µg/ml in dH_2_O).

### Growth Inhibition Assays

Antifungal susceptibility of selected *C. auris* isolates was confirmed using a minimal inhibitory concentration (MIC) assay in liquid YPD medium as described previously (Schwarzmüller et al., 2014) with minor modifications. Briefly, fungal cells were grown overnight in YPD at 30°C with constant agitation (200 rpm) and regrown the next day in fresh YPD medium at 30°C, 200 rpm to an OD_600_ of approximately 1. Cells were then further diluted in YPD medium to an inoculum of 2.5 x 10^4^ cells per ml. Antifungal stocks were serially diluted 1:2 in YPD and 100 µl of each dilution were suspended into a well of a 96-well plate. Control wells with YPD medium only or supplemented with the corresponding DMSO (Sigma-Aldrich) concentration (2% final) were included, if the tested antifungal was prepared in DMSO. Hundred µl of inoculum were then added and plates were incubated at 30°C for 24 hours followed by OD_600_ readings using a Victor Nivo plate reader (PerkinElmer). Wells without cells served as blank control. Values for the 50% inhibitory concentration (IC_50_) were calculated with a 4-parameter log-logistic model using the R “drc” package (Ritz et al., 2016).

### Generation of *CDR1* Gene Deletion Mutants

The *C. auris* homologue of *C. albicans CDR1* was deleted using a fusion PCR strategy exactly as published previously (Schwarzmüller et al., 2014). Briefly, roughly 500 bp flanking regions upstream and downstream of *C. auris CDR1* were amplified from genomic DNA (gDNA) extracted from the CBS10913 strain as described previously (Jenull et al., 2020). The *NAT1* selection marker was amplified from the plasmid pTS50 (Schwarzmüller et al., 2014). PCR products were gel purified and approximately 1 ng of each fragment was used for the fusion PCR reaction yielding in the final deletion construct, which was purified *via* ethanol precipitation. Transformation of *C. auris* with the *CDR1* deletion cassette was carried out as reported earlier (Reuß et al., 2004). Correct genomic integration of the deletion construct and the loss of the *CDR1* gene was verified by colony PCR (Tscherner et al., 2015). Oligos used in *CDR1* gene deletion are listed in **Supplementary Table 2**.

### Transcriptional Profiling Using RNA-Sequencing

For RNA-seq analysis, overnight-grown Candida cultures were inoculated into YPD (initial OD_600_ of 0.1) and grown at 37°C for 4h. Total RNA was purified using Genejet RNA purification kit (Thermo Scientific). Quality of RNA was assessed on a Bioanalyzer using the RNA6000 Nanochip (Agilent), mRNA was enriched using oligo(dT) beads (NEB) and subsequently, double-stranded cDNA libraries were generated by using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB) according to the manufacturer’s instructions. The qualified libraries were subjected to Illumina sequencing with a 75 bp paired-read length at the Novogene (Novogene, USA) sequencing facility. Three biological replicates for each strain were sequenced.

Quality control of raw sequencing reads was done using fastQC v0.11.8 (Andrews, 2010). TrueSeq (Illumina) adapters were trimmed using cutadapt v1.18 (https://cutadapt.readthedocs.io/en/stable/; settings: -q 30) followed by read mapping onto the *C. auris* B11221 genome assembly (V1, NCBI RefSeq GCF_002775015.1) using NextGenMap v0.5.5 (Sedlazeck et al., 2013) (settings: -b). Optical read duplicates were removed using Picard tools (Broad Institute, https://broadinstitute.github.io/picard/, settings: MarkDuplicates REMOVE_SEQUENCING_DUPLICATES=true). Read counting was done using HTseq (Anders et al., 2014) in the union mode and the genomic annotation from *C. auris* B11221 (settings: -f bam -t gene -i ID). Differential gene expression analysis was done using pair-wise comparisons in edgeR (Robinson et al., 2009). The false discovery rate (FDR) represents p-values adjusted for multiple testing using the Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995). Normalized read counts were extracted using the edgeR ‘cpm’ function and were used for principal component analysis (PCA) using the ‘prcomp’ function in R.

For further downstream analysis, *C. auris* genes detected in the RNA-seq analysis were aligned to *C. albicans* homologues using the BLAST+ tools (NCBI) using standard parameters. Protein sequences for *C. albicans* were retrieved from the Candida Genome Database (CGD) and for *C. auris* from NCBI. *C. albicans* protein sequences were used to create a BLAST database using the makeblastdb tool. Subsequently, all *C. auris* proteins were queried against this database using the blastp tool and standard parameters. Only hits with an E-value of < 0.001 and a query protein cover of > 50% were allowed to identify a BLAST hit as *C. auris* homologue. GO term enrichment analysis based on the *C. albicans* homologues was performed using the ‘enrichGO’ function from the clusterProfiler package (Yu et al., 2012). Only GO categories with a q-value < 0.05 were considered significant. The RNA-seq analysis results are presented in **Supplementary Table 3**, **Supplementary Table 5**.

### Fluorescein Diacetate Uptake Assay

The kinetics of FDA uptake was carried out essentially as described earlier (Shivarathri et al., 2020) with minor modifications. Briefly, *C. auris* strains were grown to the logarithmic growth phase at 37°C, washed twice in 1 ml of FDA buffer (50 mM HEPES, pH 7.0 and 0.5 mM 2-deoxy-D-glucose [all Sigma-Aldrich]), followed by the addition of 50 nM FDA (ThermoFisher). The kinetics of FDA uptake were recorded every 5 min with continuous shaking at 37°C using a H1 Synergy plate reader (Biotek) with excitation and emission wavelengths set to 485 and 535 nm, respectively. Data represent the arbitrary units (AU) of mean fluorescence intensity over time. The slope was calculated in GraphPad v6.01 (Prism).

### Assessment of Proteolytic Growth

Proteolytic growth of fungal strains was analyzed on solid YCB-BSA medium. Strains were grown overnight in YPD at 30°C with constant agitation (200 rpm), washed 2x with dH_2_O and finally resuspended in dH_2_O prior cell-counting on a CASY cell counter (Roche). Cells were diluted to 2.0 x 10^5^ cells/ml and 5 µl of this dilution were spotted onto a YCB-BSA plate. Colony growth and proteolytic halo formation was recorded after 3 days at 30°C.

## Results

### Intra-Clade Variation Among *C. auris* Clade I Isolates in Antifungal Susceptibility

Recent large-scale profiling of *C. auris* isolates from different clades demonstrated extensive genomic variations (Muñoz et al., 2018). However, even within one clade, antifungal susceptibilities can vary (Chowdhary et al., 2018; Chow et al., 2020). Thus, we further explored the intra-clade variation of clade I *C. auris* clinical isolates using a solid-medium screening approach. We tested fungal susceptibilities representative from all antifungal classes (azoles, echinocandins, polyenes and nucleoside analogues) and additionally included reference control strains such as *C. albicans* (SC5314), *C. glabrata* (ATCC2001) and the initial *C. auris* isolate from Japan (CBS10913, clade II; (Satoh et al., 2009)). As expected, *C. auris* isolates differed in their antifungal susceptibility profiles (**Figure 1A**, **Supplementary Figure 1**). For instance, isolate 470140 showed pronounced growth inhibition by AmB, itraconazole (ICZ) and a moderate growth inhibition by fluconazole (FCZ) or voriconazole (VCZ), while growth was unaffected by the presence of caspofungin (colony A7 in **Figure 1A**). By contrast, isolates 470147 and 470154 (colony A8 and B4, respectively in **Figure 1A**) were much less susceptible to all tested azoles, but showed reduced colony sizes upon caspofungin treatment when compared to isolate 470140 (**Figure 1A**). In line with this observation, clustering based on colony sizes upon antifungal treatment confirmed that isolates 470147 and 470154 clustered apart from isolate 470140 based on their susceptibility profiles (**Figure 1B**). This further highlights the seemingly opposing antifungal sensitivities between isolates 470140 and 470147 or 470154. We further validated the plate-based screening results for 470140, 470147 and 470154 using a liquid microbroth dilution assay. Again, we observed a striking difference in azole and caspofungin susceptibility between the shortlisted isolates, thus fully confirming the solid-media screening data (**Figure 1C**). Notably, the azole-resistant and caspofungin-sensitive isolates 470147 and 470154 displayed a divergent VCZ phenotype in the liquid microbroth dilution assay and the solid medium screening, with 470154 showing greater VCZ susceptibility than 470147 in the latter assay and *vice versa.* Given that most *C. auris* isolates are inherently FCZ-resistant, but echinocandin-sensitive (Chowdhary et al., 2018; Kordalewska et al., 2018), we chose those isolates for further characterization. Of note, the CBS10913 control isolate, previously reported to be echinocandin-sensitive (Muñoz et al., 2018), displayed only minor growth inhibition after caspofungin treatment in the experimental conditions used here. This discrepancy may come from different protocols employed for antifungal susceptibility testing.

**Figure 1:**
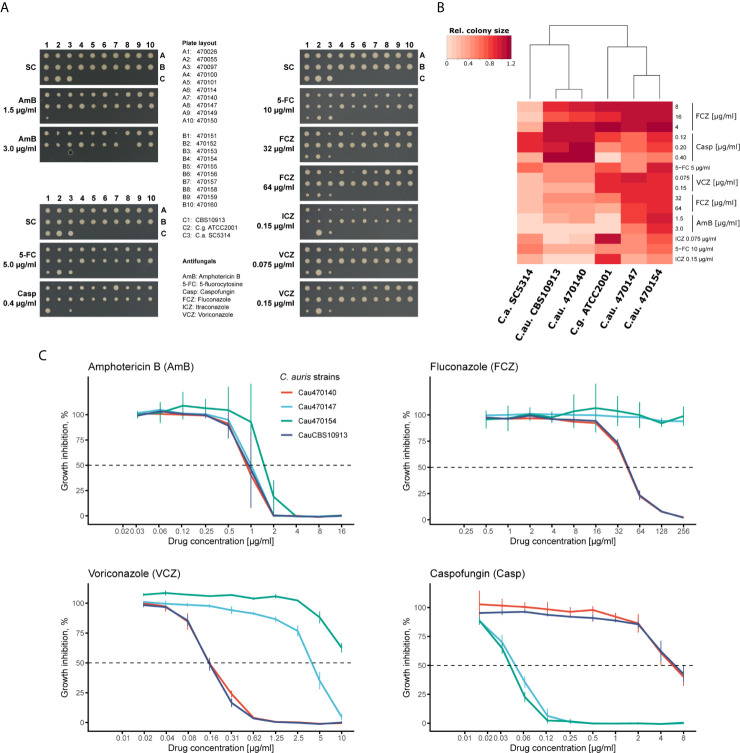
C. *auris* clinical isolates show variations in antifungal susceptibility. **(A)** Plate-based drug susceptibilities of clade-I C. *auris* clinical isolates. Overnight cultures in YPD medium were spotted on synthetic complete medium plates containing the indicated antifungals. Plates were imaged after 3 days incubation at 30°C. **(B)** Heatmap of screening results shown in A for the indicated strains. Colony sizes were quantified and normalized to control plates. Color codes indicate the relative colony size for the corresponding condition and represents the mean of two screening plates. **(C)** Confirmation of plate-based screening results using liquid growth inhibition assays. Cells were incubated in YPD medium with the indicated antifungal drugs at 30°C for 24 hours prior to OD_600_ measurement. Data represent mean +/- SD from 3 biological replicates.

### Transcriptional Profiles of *C. auris* With Distinct Antifungal Susceptibility Profiles

Distinct transcriptional programs often link genomic and epigenetic variations, and dictate phenotypic diversity (Halme et al., 2004; Richards, 2006). To identify molecular mechanisms conferring inter- and intra-clade variations in a broader sense, we determined genome-wide transcriptional profiles of clade I isolates 470147, 470154 (both azole-resistant), 470140 (azole-sensitive), as well as the clade II CBS10913 strain during standard growth in rich medium. 

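RNA was sequenced from 4 isolates with 3 replicates each, 12 libraries in all, from cultures grown in YPD at 37 °C for 4 hours. Poly(A) RNA was sequenced in pairs of reads. The authors trimmed adapters and low-quality bases with cutadapt, mapped the reads to the C. auris B11221 genome with NextGenMap, removed optical duplicates with Picard and counted reads on genes with HTSeq, and the deposited values are these counts without normalization. The total count per library ranged from 24185813 to 26362281 with a median of 24617275 in 470140, from 25658199 to 29440478 with a median of 28504118 in 470154, from 36893102 to 41089966 with a median of 38398614 in 470147, and from 41243468 to 47662778 with a median of 42575496 in CBS10913. Genes carry B11221 locus tags, and their names are those of the closest C. albicans protein in the supplementary tables. Low counts were removed with edgeR's filterByExpr, which left 5460 of the 5711 genes. Counts were normalized with the TMM method and given as CPM. All 12 libraries entered 1 fit, so the isolates share an estimate of the spread between replicates. Differentially expressed genes (DEGs) had a false discovery rate (FDR) under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and an absolute log2 fold change over 0.58. Reads of every isolate were mapped to this 1 genome, so a gene whose sequence differs from it can lose counts in an isolate.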

First, we examined inter-clade variations and compared the number of differentially expressed genes (DEGs) between clade I isolates with CBS10913. We found a large set of genes at least 1.5-fold differentially expressed (roughly 600-1100 genes, depending on the comparison, **Table 1**), which may arise from vast inter-clade genomic variations (Muñoz et al., 2018). Accordingly, 966 genes (FDR < 0.05 and > 1.5-fold change) were commonly deregulated between all clade I isolates and CBS10913 (**Figure 2A**, **Supplementary Table 4**). 

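Against CBS10913, 1184 genes were higher and 1284 lower in 470140, 778 higher and 958 lower in 470147, and 1248 higher and 1373 lower in 470154. Without the limit on the fold change, 4338, 3772 and 4380 of the 5460 genes tested had an FDR under 0.05. The alternative that moved these totals most was glmTreat, which tests against a 1.5-fold change itself and left 1873, 1141 and 2064 genes. From this large set of DEGs, the paper proposes that the differences may arise from genomic variation between the clades.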

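In the intersection of the 3 comparisons with CBS10913 lay 1174 genes, of which 544 were higher in all 3 clade I isolates, 610 lower in all 3 and 20 changed in different directions. The 3 comparisons share the CBS10913 libraries and with them their chance values. In 20 simulations of unchanged isolates against such shared libraries, the log2 fold changes of 470140 and 470154 correlated at 0.479 on average across genes, against 0.936 observed. Genes are not independent replicates. Of the 966 genes in the paper's list of common DEGs, 962 were among the 1174.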

Strikingly, gene ontology analysis revealed that almost 60% of genes associated with ergosterol biosynthetic processes (16 out of 27 annotated genes) were significantly enriched among the gene set commonly differentially expressed between clade I isolates and the CBS10913 strain (**Figure 2B**, **Supplementary Table 4**). 

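Of the 18 genes drawn in Figure 2C, all were called higher in each of the 3 clade I isolates than in CBS10913. Adjusted over the list alone, the count was 18 in each comparison as well. In all 18 genes, every clade I library lay above every CBS10913 library, against 0.455% of genes in a chance order of the libraries. The paper chose these genes on the same libraries, so neither the calls nor this separation is independent evidence. Their log2 fold changes had a median of 0.92 in 470140 (from 0.70 to 2.29), 1.39 in 470147 (from 0.78 to 2.57) and 0.98 in 470154 (from 0.65 to 3.54). ERG11 (CJI97_001156) was at 518 ± 116 CPM (SD, n = 3) in CBS10913, 2524 ± 174 in 470140, 3035 ± 239 in 470147 and 6017 ± 316 in 470154 (SD, n = 3 each). Its log2 fold changes against CBS10913 were 2.29, 2.55 and 3.54 (standard errors 0.15, 0.15 and 0.16). ERG1 (CJI97_000262) rose from 286 ± 106 CPM in CBS10913 to 1691 ± 125 in 470147 (SD, n = 3 each). The smallest change in the list was that of ERG9 (CJI97_004865) in 470154, at a log2 fold change of 0.65 (standard error 0.08), and scaling by library size alone took it to 0.53, under the limit. The 3 genes listed as ERG10 lay at 1.15 to 3.35 CPM in CBS10913.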

Remarkably, this gene set with enhanced expression in clade I isolates contained 14 out of 21 ergosterol biosynthesis genes (**Figure 2C**, **Supplementary Figure 2**). 

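UPC2 (CJI97_000271) was at 130 ± 8.28 CPM (SD, n = 3) in CBS10913, 183 ± 7.33 in 470140, 334 ± 16.7 in 470147 and 188 ± 5.80 in 470154 (SD, n = 3 each). Its log2 fold change was 0.49 in 470140 (standard error 0.07, FDR = 1.84e-05), 1.36 in 470147 (standard error 0.07, FDR = 3.91e-09) and 0.54 in 470154 (standard error 0.07, FDR = 7.93e-06, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 470140 and 470154 the change was larger than the spread between replicates but under the limit of 0.58, and it stayed under it in all 23 alternatives.

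**Figure D1:**
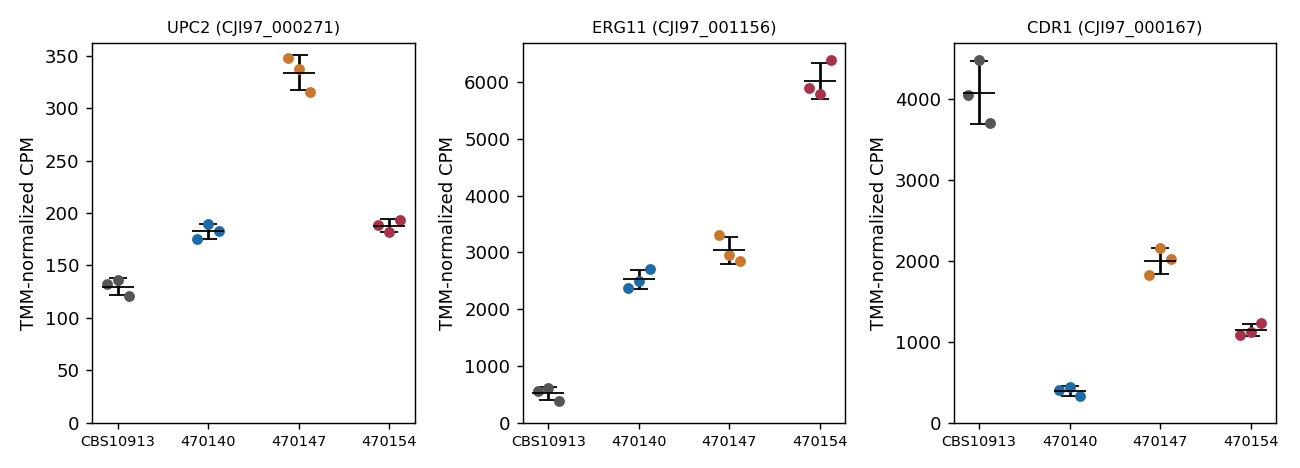
TMM-normalized CPM of UPC2, ERG11 and CDR1 by isolate, with 1 point per library and the mean and SD of 3 libraries as bars. UPC2 and ERG11 are lowest in CBS10913, at means of 130 and 518 CPM, and CDR1 is highest there, at 4079 CPM.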

Interestingly, the key transcriptional regulator of ergosterol biosynthesis genes *UPC2* (Silver et al., 2004) was additionally upregulated in all clade I strains with respect to the CBS10913 isolates (**Table 2**). To test whether this altered transcriptional control of ergosterol biosynthesis genes translates into altered cell membrane properties, we performed a fluorescein diacetate (FDA) uptake assay. FDA enters only *via* passive diffusion and thus, is solely a function of non-protein membrane permeability (Breeuwer et al., 1995). Indeed, we found that membrane permeability was 5 to 10-fold decreased in clade I isolates when compared to the clade II CBS10913 strain (**Figure 2D**, **E**), which functionally validates the detected transcriptional deregulation of ergosterol biosynthesis. Moreover, FDA uptake by azole-resistant 470147 and 470154 was roughly 2-fold lower than in the azole-sensitive 470140 strain (**Figure 2D**, **E**), which could explain differential antifungal susceptibilities profiles.

**Table 1:** Number of differentially expressed genes (RNA-seq).

Comparison	Up	Down
**470140 vs CBS10913**	955	1135
**470147 vs CBS10913**	624	787
**470154 vs CBS10913**	998	1214
**470154 vs 470140**	106	195

Cut-off: log2 fold change 0.58 (~ 1.5-fold change) & false discovery rate (FDR) < 0.05.

**Figure 2:**
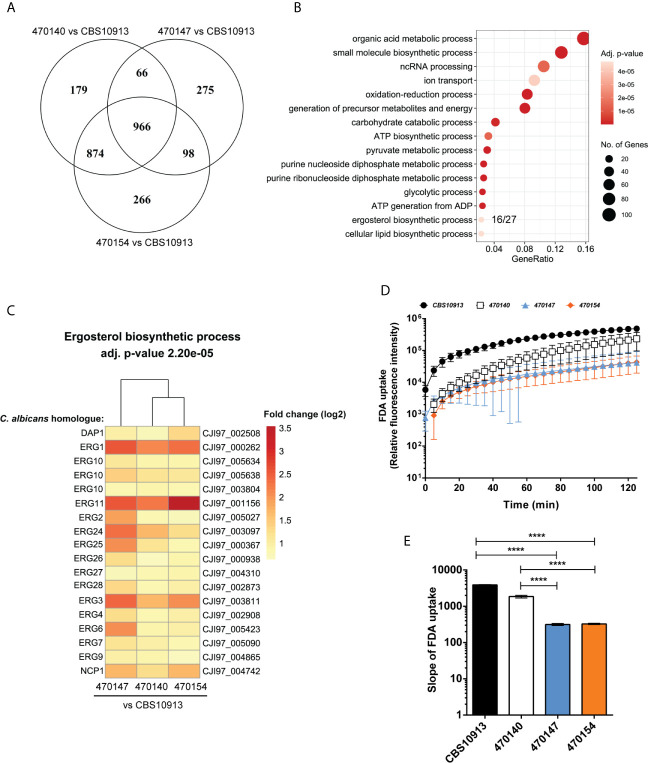
Transcriptome analysis of C. *auris* clinical isolates. **(A)** Genome-wide transcript levels were determined for C. *auris* clinical isolates using RNA-seq. The number of differentially expressed genes (FDR < 0.05, fold change > 1.5 or < -1.5) and commonly regulated genes of pairwise comparisons are visualized. **(B)** GO-term enrichment analysis of commonly differentially expressed genes in clade I isolates relative to the CBS10913 type strain (intersection of the Venn diagram in panel **(A)**. The GeneRatio denotes the number or genes enriched in the depicted GO-term relative to the total number of genes associated with this GO-term. **(C)** Heatmap depicting genes enriched in the GO-term “ergosterol biosynthetic process” from panel **(B)** The color code indicates the fold-changes (log2) in gene expression. Gene names on the left side refer to C. *albicans* homologues as determined by BLASTp and labels on the right side depict C *auris* gene IDs. **(D, E)** Kinetics **(D)** and the slope **(E)** of FDA uptake by C. *auris* strains as indicated. Data represent mean + SD from 4 biological replicates. ****P < 0.0001 with one-way ANOVA and Tukey’s multiple comparison test.

**Table 2:** Transcriptional regulation of *UPC2* (RNA-seq).

*UPC2* regulation		
Comparison	Fold change (log2)	FDR
**470140 vs CBS10913**	0.49	7.56298E-07
**470147 vs CBS10913**	1.36	1.43291E-42
**470154 vs CBS10913**	0.54	6.86098E-08

FDR, false discovery rate

### Minor Transcriptional Variations Suffice to Establish Distinct Antifungal Susceptibilities

Inter-clade genomic variation is approximately 17-fold higher than among isolates from the same clade (Muñoz et al., 2018). This may be accompanied by large transcriptional re-wiring, which might make identification of key pathways mediating phenotypic identities challenging. Therefore, we aimed to pinpoint intra-clade transcriptional variations underlying specific antifungal susceptibility profiles, which are not biased by large inter-clade genomic variations. As shown above, the isolates 470140 and 470154 show opposing sensitivities to azoles and caspofungin, while isolate 470147 phenocopies 470154 (**Figures 1B, C**). Yet, isolates 470154 and 470140 share exclusively 874 DEGs when compared to CBS10913, whereas 470154 and 470147 only shared a common DEGs set of 98 genes (**Figure 2A**). This was further reflected in a principal component analysis (PCA), where CBS10913 was separated from the other isolates by the first PC, explaining roughly 54% of variance among the samples (**Figure 3A**). In contrast, isolate 470154 and 470140 appeared highly similar in their transcriptional profile as they clustered together, despite their opposing azole and caspofungin susceptibilities. Therefore, we performed a pairwise comparison of those two isolates and found a limited set of 301 genes at least 1.5-fold differentially expressed (**Table 1**, **Figure 3B**). 

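Among genes called against CBS10913, 993 were shared by 470140 and 470154 only, 130 by 470147 and 470154 only, and 91 by 470140 and 470147 only. A further 210 genes were called in 470140 alone, 341 in 470147 alone and 324 in 470154 alone. The region of 470147 and 470154 moved most when libraries were scaled by their size alone, to 151 genes on the upper side, and under glmTreat, to 104 on the lower.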

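In a principal component analysis of TMM-normalized CPM, centred and not scaled, the first component held 83.5% of the variance and the second 12.0%. Scaling each gene to unit variance gave 53.4% and 24.4%, and log2 CPM scaled in the same way gave 53.8% and 24.8%. On each of the 4 scales tried, the CBS10913 libraries lay apart from the other isolates on the first component, and the 470147 libraries lay apart from the others on the second.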

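On each scale tried, libraries of 470140 and 470154 lay closer to each other on average than either lay to those of 470147. Whether they overlapped on the first component depended on the scale. On log2 CPM, the mean distance between libraries of 470140 and 470154 was 34.2, against 14.0 within 470140 and 11.2 within 470154, and against 50.9 between 470147 and 470154. On unscaled CPM, the distance between 470140 and 470154 was 17270, that between 470147 and 470154 was 20300, and 470140 and 470154 did not overlap on the first component. They did overlap on it on log2 CPM, scaled CPM and scaled log2 CPM. On each scale, 470140 and 470154 were further from each other on average than replicates of either isolate.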

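Between 470154 and 470140, 390 genes were called, 148 higher and 242 lower in 470154. Scaling by library size alone gave 113 higher and 358 lower. With glmTreat 101 genes remained past the test, 45 higher and 56 lower. Leaving out 1 library at a time gave 358 to 409 genes. Of the 106 genes in the paper's list of genes higher in 470154, 88 were among the 148. The median absolute log2 fold change of all genes tested was 0.15, against 0.55 for 470154 against CBS10913.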

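ALS4 (CJI97_004175) fell from 45.9 ± 13.4 CPM in 470140 to 4.37 ± 0.483 in 470154 (SD, n = 3 each), a log2 fold change of -3.39 (standard error 0.21, FDR = 6.77e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PGA7 (CJI97_004533) went from 21.5 ± 4.00 to 2.67 ± 0.151 CPM (SD, n = 3 each), a log2 fold change of -3.01 (standard error 0.18, FDR = 4.55e-07 from the same edgeR test). RBT5 (CJI97_004535) and RBR3 (CJI97_004166) were lower too, at log2 fold changes of -2.35 and -2.05. Several C. auris genes share the closest match to some of these names: of the 2 listed as DAL5, CJI97_005648 was lower at -2.63 and CJI97_000040 was not called, at -0.08, or 0.01 without replicate 3 of 470140.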

The top downregulated genes encompassed several cell wall-associated proteins such as homologues of the *C. albicans ALS4* and *PGA7*, encoding for an adhesin (Hoyer et al., 1998) and a GPI-anchored cell wall protein (Sorgo et al., 2013), respectively (**Figure 3B**). In addition, homologues of *C. albicans SAP2*, encoding a secreted aspartic protease (Hube et al., 1994), and *MNN1*, encoding for a mannosyltransferase (Bates et al., 2013), were strikingly upregulated in isolate 470154 when compared to 470140 (**Figure 3B**). 

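SAP2 (CJI97_001086) had 629, 751 and 704 counts in the 3 libraries of 470154 and 3, 4 and 2 in those of 470140. Pooled over libraries, its count per total was 208 times that in 470140, with an exact Poisson 95% interval of 109 to 456 that covers counting error only. MNN1 (CJI97_001088) was at 124 ± 4.31 CPM in 470154 and 6.05 ± 1.30 in 470140 (SD, n = 3 each), a log2 fold change of 4.36 (standard error 0.12, FDR = 2.56e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes belong to a stretch of 13 consecutive genes, by locus tag, that were all called higher in 470154.

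**Figure D2:**
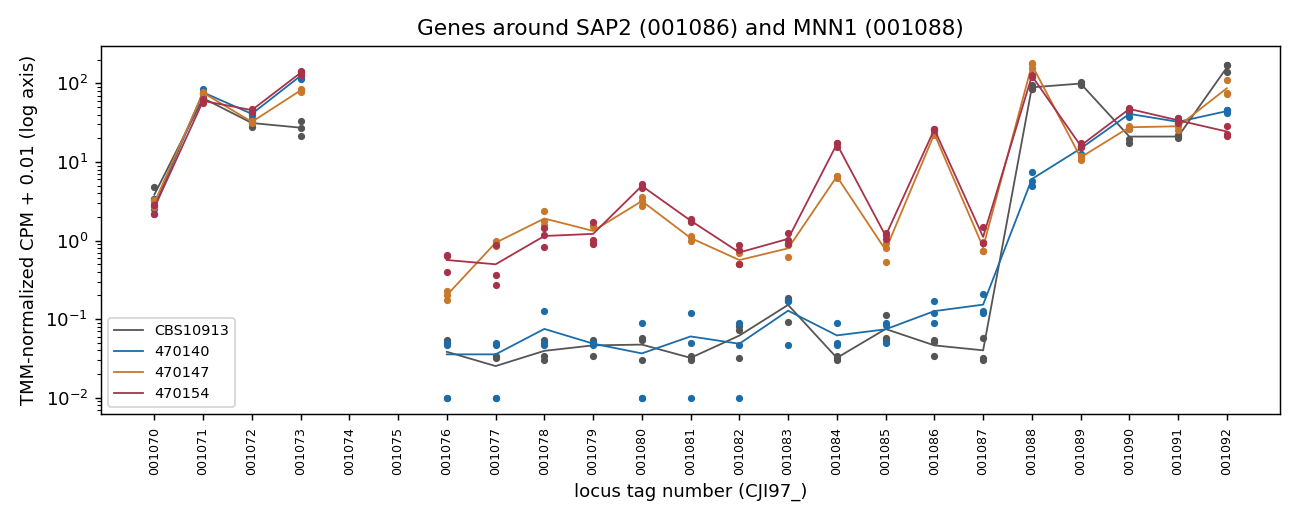
TMM-normalized CPM plus 0.01 on a log axis for genes in locus tag order around SAP2 and MNN1, with 1 point per library and a line through the mean of 3 libraries of each isolate. From CJI97_001076 to CJI97_001087, the means of 470154 and 470147 lie above those of 470140 and CBS10913, while MNN1 is lowest in 470140, at a mean of 6.05 CPM.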

As 470154 and 470140 diverge greatly in their azole susceptibilities, we next aimed to identify genes associated with azole responses among DEGs in 470154 vs 470140.

**Figure 3:**
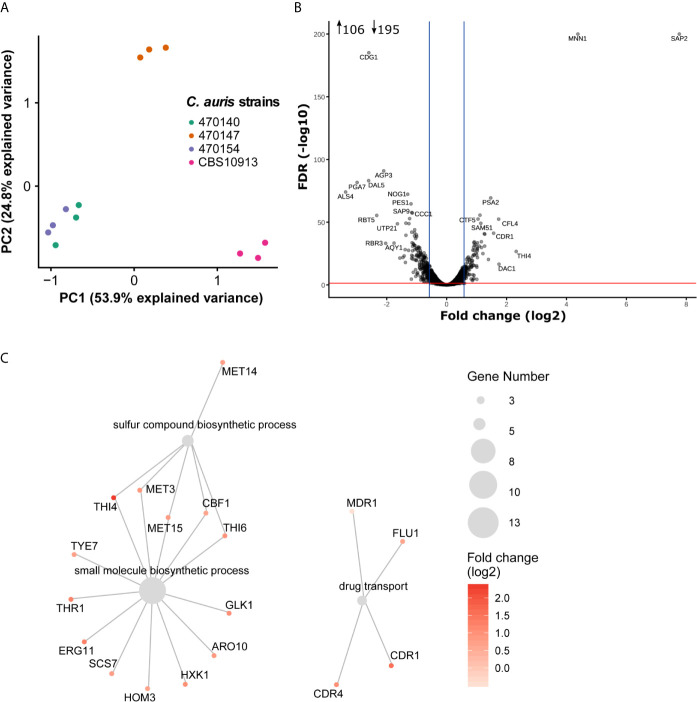
Minor transcriptional variation drives divergent antifungal susceptibilities. **(A)** Principal component analysis result using normalized RNA-seq read counts from three biological replicates per strain. The two clinical isolates 470140 and 470154 show high similarity in their gene expression profile and were used for further pairwise comparison. **(B)** Pairwise differential expression analysis of 470154 vs 470140. Fold-change (log2) in 470154 vs 470140 is plotted against the FDR. Top differentially expressed genes are labeled based on their homologues found in C. *albicans*. Blue lines indicate 1.5-fold change and the red line marks a FDR of 0.05. Number inserts depict differentially expressed genes (FDR < 0.05 and log2 fold change > 0.58 [~ 1.5-fold change] or < -0.58 [~ -1.5-fold change]) **(C)** GO term enrichment analysis of genes up-regulated (1.5-fold change with FDR < 0.05) in 470154 vs 470140. Grey dots represent significantly enriched GO terms and colored dots with lines show genes belonging to the corresponding GO term. Dot size indicates the number of genes within a GO term and the color code reflects expression changes in 470154 vs 470140.

Fungal azole resistance is often mediated by an ectopic expression of drug exporters such as ATP-Binding Cassette (ABC) and Major Facilitator Superfamily (MFS) transporters (Prasad et al., 2019). Indeed, we found the homologue of the *C. albicans* ABC transporter *CDR1* (Kim et al., 2019) upregulated in the azole-resistant 470154 isolate when compared to 470140 (**Figure 3B**). 

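CDR1 (CJI97_000167) was at 1146 ± 77.1 CPM in 470154 and 392 ± 58.7 in 470140 (SD, n = 3 each), a log2 fold change of 1.55 (standard error 0.12, FDR = 5.25e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between 1.45 and 1.65. In the other azole-resistant isolate, 470147, the gene was at 2001 ± 162 CPM (SD, n = 3), a log2 fold change of 2.35 over 470140.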

Since overexpression of additional antifungal drug targets has been observed in resistant isolates (Muñoz et al., 2018; Zamith-Miranda et al., 2019), we performed gene ontology (GO) analysis of genes upregulated (FDR < 0.05 and 1.5-fold change, **Supplementary Table 6**) in the azole resistant isolate 470154 with respect to the azole sensitive isolate 470140. Indeed, processes involving drug transport were significantly enriched with upregulated genes in the azole-resistant 470154 isolate (**Supplementary Table 6**). Those included homologues of the *C. albicans* MFS transporters *MDR1* (Pasrija et al., 2007) and *FLU1* (Calabrese et al., 2000), as well as the ABC transporters *CDR1* (Prasad et al., 1995) and *CDR4* (Franz et al., 1998). 

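Of these 4 genes, 3 were called higher in 470154 than in 470140. CDR4 (CJI97_000479) was at 50.8 ± 4.36 CPM against 25.3 ± 0.798 (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.08, FDR = 2.77e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FLU1 (CJI97_002850) was at 94.0 ± 1.77 against 60.9 ± 6.02 CPM (SD, n = 3 each), a log2 fold change of 0.62 that fell to 0.52 when libraries were scaled by their size alone, and FLU1 was not called under glmTreat. MDR1 (CJI97_004176) was at 39.1 ± 1.24 against 26.5 ± 1.31 CPM (SD, n = 3 each). Its log2 fold change of 0.56 (standard error 0.11, FDR = 0.00311 from the same edgeR test) lay just under the limit, and passed it without replicate 2 of 470140 (0.58), replicate 3 of 470140 (0.60) or replicate 2 of 470154 (0.59). In 470147, CDR1, CDR4 and FLU1 were called higher than in 470140 as well, while MDR1 was called lower, at a log2 fold change of -1.20.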

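Between 470154 and 470140, ERG11 had a log2 fold change of 1.25 (standard error 0.15, FDR = 0.000118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 470147, the other azole-resistant isolate, it was not called over 470140, at 0.27 (standard error 0.15, FDR = 0.131 from the same edgeR test). Among the other 17 genes of Figure 2C, 0 were called higher in 470154 than in 470140 by edgeR's quasi-likelihood test, its likelihood ratio and exact tests, DESeq2 or glmTreat. At an unadjusted p under 0.05, 4 of the 17 were higher and 3 lower, and at an FDR under 0.05 from the quasi-likelihood test with Benjamini-Hochberg adjustment in edgeR, 3 were higher and 3 lower by less than the limit. Their log2 fold changes ran from -0.40 to 0.53. In 470147, 6 of the 18 genes of Figure 2C, ERG11 not among them, were called higher than in 470140 and 0 lower. The median log2 fold change of the 18 was 0.42 there. The 5 genes next to ERG11 in locus tag order, CJI97_001154, CJI97_001155 and CJI97_001157 to CJI97_001159, were called higher in 470154 along with it.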

Notably, despite the general upregulation of ergosterol biosynthesis genes in clade I isolates with respect to clade II CBS10913 (**Figure 2C**), expression of the key azole target gene *ERG11*, encoding the lanosterol 14-α-demethylase (Hitchcock et al., 1990), was additionally increased in isolate 470154 when compared to 470140 (**Figure 3C**). These transcriptional aberrations might cooperate to prime distinct cellular properties such as cell permeability and azole uptake or export (**Figure 2D**) and thus explain distinct antifungal susceptibility profiles (**Figure 1B**).

### Transcriptional Aberrations of Key Players Determine Fungal Phenotypic Identities

To decipher true effectors mediating phenotypic and MDR variation, we next validated differentially expressed genes between isolates 470154 and 470140. We first focused on genes modulating fungal azole sensitivity, such as drug exporters (Prasad et al., 2019). As mentioned above, the ABC transporter *CDR1* was among the top upregulated genes in the azole-resistant 470154 when compared to the azole sensitive 470140 isolate (**Figure 3B**). To confirm the relevance of *CDR1* overexpression in this specific context, we deleted *CDR1* in the 470154 background and assessed the susceptibilities to FCZ and VCZ using a microbroth dilution assay in rich medium. As already observed in earlier studies for other clinical isolates (Kim et al., 2019; Rybak et al., 2019), genetic ablation of *CDR1* essentially restored azole sensitivity of strain 470154 (**Figures 4A, B**). This was reflected in a more than 10-fold reduction of IC_50_ values for both FCZ and VCZ (**Figure 4C**). These data further highlight the global biological relevance of Cdr1 in *C. auris* azole resistance and fully confirm our RNA-seq data.

**Figure 4:**
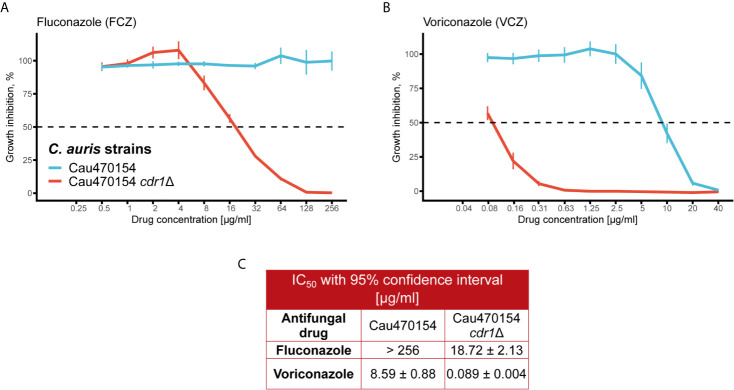
Deletion of *CDR1* abolishes azole resistance in C. *auris*. **(A)** The C. *albicans CDR1* homologue was deleted in 470154 and fluconazole susceptibility was quantified using a liquid growth inhibition assay. Cells were incubated with the indicated antifungal concentrations at 30°C for 24 hours prior to OD_600_ measurement. Fluconazole resistance is abolished upon deletion of *CDR1*. **(B)** Lack of *CDR1* renders 470154 susceptible to voriconazole. Cells were treated as described in **(A)**. **(C)** 50% inhibitory concentrations (IC_50_) for antifungals tested in A-B are listed. **(A, B)** Data are shown as mean +/- SD from 4 biological replicates.

Furthermore, another top-upregulated gene between 470154 and 470140, *SAP2* (**Figure 3B**), was also subjected to biological validation. The *C. albicans* genome encodes for at least 10 different secreted aspartic proteases (SAPs) (Naglik et al., 2003). Sap2 facilitates nitrogen assimilation when protein serves as the major nitrogen source and its expression is repressed in the presence of favorable nitrogen sources (Hube et al., 1994; Martínez and Ljungdahl, 2005). To test whether elevated *SAP2* expression in 470154 cells correlates with increased fungal proteolytic activity, we assessed colony behavior of *C. auris* isolates on YCB medium supplemented with BSA as the major nitrogen source. Indeed, 470154 displayed a greater halo around the colonies, indicating strongly increased extracellular proteolytic BSA degradation (Bernardo et al., 2008), when compared to the *SAP2*-low expressing isolate 470140 (**Figure 5A**). To correlate the increased proteolytic activity of 470154 solely with *SAP2* overexpression, we further compared expression levels of additional SAP family members in 470154 and 470140. We detected 9 putative SAPs expressed in the *C. auris* RNA-seq data set, which were homologous of *C. albicans SAP2*, *SAP3*, *SAP4*, *SAP8* and *SAP9*. 

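Among these 9 genes, SAP2 was the 1 called higher in 470154, under each of the 23 alternatives as well. Adjusted over the list alone, the count was also 1. The genes listed as SAP4 (CJI97_001775) and SAP8 (CJI97_001763 and CJI97_004564) were not called, at log2 fold changes of 0.34, 0.26 and 0.21, the second of which went to -0.01 without replicate 1 of 470154. Lower in 470154 were all 4 genes listed as SAP9, from -0.75 to -1.19, and SAP3 (CJI97_005504), at -0.59. SAP3 fell under the limit without replicate 1 of 470140 (-0.53), replicate 1 (-0.58) or 2 (-0.56) of 470154 or replicate 1 of CBS10913 (-0.58), as it did in fits of 2 isolates (-0.57) and after thinning to equal depth (-0.58). Under glmTreat, SAP3 and 2 of the genes listed as SAP9, CJI97_004110 and CJI97_000398, were not called. The most abundant of the 9, CJI97_002143, listed as SAP9, was at 650 ± 30.5 CPM in 470154 and 1486 ± 265 in 470140 (SD, n = 3 each).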

Interestingly enough, only *SAP2* was significantly upregulated in 470154 cells (**Figure 5B**), thus functionally validating the RNA-seq data. Notably, isolate 470147, which phenocopies 470154 in terms of antifungal susceptibility profiles, displayed increased proteolytic activity when compared to isolate 470140 or the CBS10913 strain (**Figure 5A**). This is in line with the specific upregulation of *SAP2* by isolates 470154 and 470147, but not 470140, when compared to the CBS10913 type strain (**Figure 5C**). 

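Counts of SAP2 were 868, 797 and 930 in 470147 and 1, 2 and 2 in CBS10913. Relative to CBS10913, the pooled count per total was 656 times as high in 470154 (exact Poisson 95% interval 280 to 2020) and 586 times as high in 470147 (251 to 1810). For 470140 the ratio was 3.15 with an interval of 0.948 to 12.0 (two-sided exact Poisson p = 0.0476), on 9 counts against 5. SAP2 was called in 470140 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR = 0.0432) and its likelihood ratio test, and not by its exact test, DESeq2 or glmTreat, nor without replicate 1 or 2 of 470140 or any 1 of the CBS10913 replicates. The intervals cover counting error only.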

In summary, transcriptional profiling during fungal steady state growth can robustly uncover principle phenotypic variation of *C. auris* clinical isolates at the inter- and intra-clade levels.

**Figure 5:**
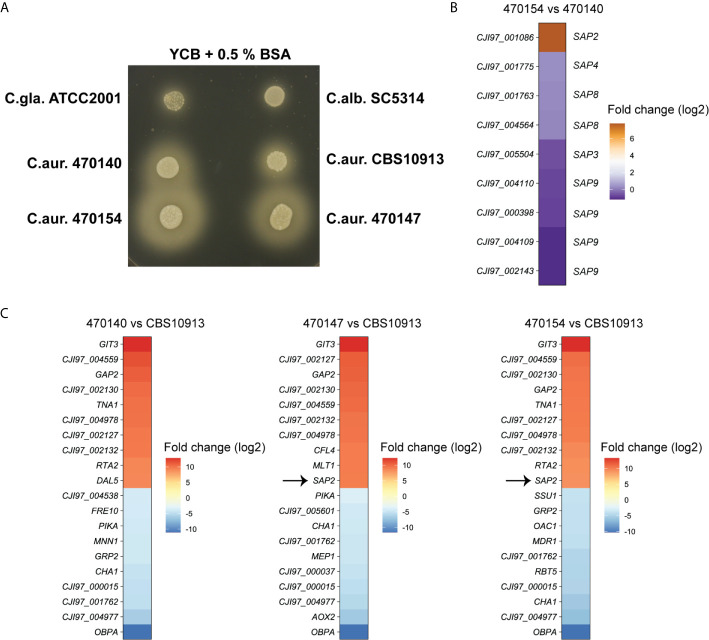
Overexpression of C. *auris SAP2* increases proteolytic growth. **(A)** The indicated strains were spotted on YCB medium supplemented with 0.5% BSA and incubated at 30°C for 3 days. Turbid zones around the colony are indicative of proteolytic activity. C.gla., C. *glabrata*; C.alb., C. *albicans*, C.aur., *C.auris*. **(B)** Heatmap depicting the log2-fold changes in expression of C. *auris* genes, homologous to C. *albicans* secreted aspartic proteases, in strain 470154 vs 470140. Box labels on the left side show C. *auris* gene IDs (C. *auris* B11221), labels on the right side depict the corresponding C. *albicans* homologue based on BLASTp search results. **(C)** Heatmap of the top 10 up- and downregulated genes of the indicated comparison. Notably, *CJI97_002130, CJI97_001762* and *CJI97_004977* showed the greatest homology to C. *albicans SIT1* based on BLASTp. The color code represent the log2 fold changes in gene expression.

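GIT3 (CJI97_001786) was at 0.105 ± 0.0542 CPM in CBS10913 and at 761 ± 70.4 in 470140, 527 ± 42.4 in 470147 and 1060 ± 55.8 in 470154 (SD, n = 3 each). The SIT1 homologue CJI97_002130 was at 0.00795 ± 0.0138 CPM in CBS10913 and 42.8 ± 2.83 in 470140, while the homologues CJI97_004977 and CJI97_001762 were higher in CBS10913, at 1067 ± 40.3 against 17.6 ± 0.612 CPM and at 26.8 ± 10.5 against 1.01 ± 0.294 CPM in 470140 (SD, n = 3 each). All 10 genes that the panel lists as higher in 470140 stayed under 0.5 CPM in every CBS10913 library. In the other direction OBPA (CJI97_001151) was at 145 ± 10.1 CPM in CBS10913 and 0.0654 ± 0.0472 in 470140 (SD, n = 3 each).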

## Discussion

*C. auris* shows vast intra-species genetic diversities, often reflected in distinct phenotypic behaviors including antifungal susceptibilities. While pioneering studies provided new insights into the genomic variability (Sharma et al., 2016; Lockhart et al., 2017; Muñoz et al., 2018), mechanistic studies on how those genomic make-ups translate into intra-clade and inter-clade transcriptional and phenotypic variability are required to better understand the emergence, global spread and pathophysiology of this pathogen. Here, we present transcriptional signatures of *C. auris* isolates with distinct antifungal susceptibility profiles at both the intra- and inter-clade levels. We found that clade I isolates differ strikingly from the clade II type isolate CBS10913 in their gene expression profiles during steady state growth. This may reflect the genetic diversity between clade I and clade II isolates (Chow et al., 2020). Depending on genomic locations of genetic polymorphisms, they may affect multiple steps of transcriptional control, such as the recruitment of transcriptional regulators or even mRNA stability. This may impact the degree of transcriptional and phenotypic diversity driven by even minor genetic variations (Williams et al., 2007; Brion et al., 2015). One of the most striking transcriptional alterations affected genes of the ergosterol biosynthesis pathway. 

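Of 18 genes from mevalonate kinase on that the supplementary tables pair with a locus tag, 13 were called higher than in CBS10913 in both azole-resistant isolates. In 470147, 16 of the 18 were higher, the exceptions being ERG12 (CJI97_005606) and ERG8 (CJI97_001215), at log2 fold changes of 0.06 and 0.05, which scaling by library size alone took to -0.01 and -0.02. In 470154, 13 were higher. There, MVD (CJI97_001340) and ERG5 (CJI97_001893) rose by less than the limit, at 0.41 and 0.40, ERG20 (CJI97_003197) was not called at 0.13 (standard error 0.06, FDR = 0.065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ERG12 and ERG8 were at -0.30 and -0.18. Without replicate 1 of CBS10913, ERG8 was at 0.06. The azole-sensitive 470140 also had 13 of the 18 higher. Compared directly with 470140, 7 of the 18 were called higher in 470147, with a median log2 fold change of 0.53. In 470154, 1 was called higher than in 470140, with a median of 0.07. In both comparisons 0 were called lower. Of the 18, 13 are also drawn in Figure 2C. Supplementary Table 3, with most of these names, was used for the first 1999 of its 4663 rows, which are sorted from the highest fold change in 470140 down, so pathway genes that are lower in that isolate can be missing from the list.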

We found that all ergosterol biosynthesis genes acting downstream of mevalonate were upregulated in azole-resistant isolates. This suggests a bias towards late ergosterol precursors within the biosynthesis pathway. The transcription factor Upc2 is a sterol-sensing regulator (Yang et al., 2015) and critical for the regulation of ergosterol biosynthesis (Silver et al., 2004). Indeed, *UPC2* was upregulated in clade I isolates when compared to CBS10913. This may also explain the broad dysregulation of most genes in facilitating ergosterol biosynthesis. The ergosterol content determines fundamental membrane properties such as rigidity and permeability that control non-protein-mediated drug uptake by diffusion (Abe and Hiraki, 2009). In line with this, clade I isolates display decreased FDA uptake, suggesting reduced membrane permeability when compared to the CBS10913 strain. Notably, FDA uptake is impaired in azole-resistant clade I isolates (470147 and 470154) when compared to the azole-sensitive strain (470140). An altered membrane permeability might thus partially explain divergent azole susceptibilities of isolates, even if cellular azole uptake not only relies on passive diffusion (Mansfield et al., 2010; Esquivel et al., 2015). Nevertheless, the transcriptional signatures of ergosterol biosynthesis reflect principle phenotypes related to fungal membrane permeability.

The bulk transcriptional dysregulation of the ergosterol biosynthesis pathway is most likely not the only driver for divergent azole-susceptibilities. Instead, several additional mechanisms such as *ERG11* mutations (Chowdhary et al., 2018), chromosomal aberrations (Bing et al., 2020) or upregulation of drug efflux pumps and their key transcriptional regulator *TAC1B* (Wasi et al., 2019; Rybak et al., 2020) have also been implicated in *C. auris* azole resistance. For instance, increased expression of the ABC transporter Cdr1 was detected in azole resistance isolates (Kim et al., 2019; Rybak et al., 2019; Zamith-Miranda et al., 2019) (Rybak et al., 2020), as originally reported for the *C. albicans* orthologue (Sanglard et al., 1995). In line with these reports, *CDR1* transcript levels are increased in the azole-resistant 470154 isolate when compared to the azole-sensitive 470140 strain. Remarkably, genetic ablation of *CDR1* strongly enhanced azole susceptibility of 470154. These data hint that a selective reversal or pharmacological inhibition of *CDR1* in azole-resistant *C. auris* strains could offer therapeutic benefits in clinical settings, although this has remained a highly controversial topic in the MDR field (Holmes et al., 2016). Besides divergent azole susceptibilities of isolate 470154 and 470140, those strains also displayed opposing caspofungin sensitivities, with 470154 being more susceptible and 470140 showing increased tolerance. Despite the well-known link of Cdr1 in azole resistance (Sanglard et al., 1995), Cdr1 seems to play no significant role in echinocandin susceptibility (Niimi et al., 2006). Of note, in *C. albicans*, ectopic overexpression of Cdr2, but not Cdr1, promotes caspofungin resistance in clinical isolates, although it has not been established if this is a direct or indirect effect of Cdr2 gene dosage (Schuetzer-Muehlbauer et al., 2003). In general, the pairwise comparison of transcriptional profiles at the clade level revealed that minor transcriptional changes suffice to drive divergent antifungal susceptibilities. Similarly, a previous study found limited differences in the metabolic, lipidomic and proteomic profiles between two independent *C. auris* isolates displaying distinct antifungal sensitives (Zamith-Miranda et al., 2019). From a mechanistic point of view, a limited set of differentially expressed genes facilitates the identification of true effector pathways driving phenotypic variability. For instance, based on transcriptional profiles, we decipher divergent proteolytic growth traits and functionally verify the *C. auris* homologue *SAP2*, which is one of the most highly regulated genes in resistant isolates. Given that SAPs are implicated in fungal adhesion and tissue invasion (Naglik et al., 2003), we speculate that *SAP2* deregulation may also contribute to or is even critically determining attachment to biotic surfaces such as human skin. This can now be tested with appropriate skin models of fungal colonization (Huang et al., 2020; Rakita et al., 2020). Importantly, the pronounced adhesion to skin not only is a key trait of *C. auris* pathophysiology, it has been recognized as the most important route of person-to-person transmission in hospital settings, thus contributing to the global spreading and pandemic potential of *C. auris* (Forsberg et al., 2019).

Our data demonstrate that transcriptional signatures facilitate the prediction of intra-clade phenotypic variability and associated virulence traits. Of note, as we subjected a limited set of *C. auris* isolates to transcriptional profiling, the resulting predictions may not cover the entire diversity of intra- or interclade susceptibility phenotypes, as distinct genomic make-ups, even when only minute, may cause massive transcriptional alterations. To what extent those transcriptional profiles correlate with genomic diversity or genome dynamics remains to be investigated. Pathogen phenotypes are not solely driven by DNA sequence, but are a result of complex genetic and epigenetic interactions (Richards, 2006; Skelly et al., 2013), with the latter one facilitating fast and also heritable phenotypic adaptations (De Fine Licht, 2018). Indeed, the ability for rapid adaptations become essential for pathogen survival upon host immune defense encounters (Alves et al., 2020). Hence, it would be further interesting to analyze in more detail the link between epigenetic changes and intra-clade diversification in *C. auris*. This may be further driven by repeated host exposure as *C. auris* is readily transmitted between patients of distinct immunological backgrounds (Forsberg et al., 2019). Moreover, adaptive phenotypic alterations have been observed for re-isolated *C. albicans* (Pande et al., 2013; Forche et al., 2018) and *C. auris* (Yue et al., 2018) from infected mice.

In summary, we show here in principle that comparative transcriptional profiling of *C. auris* clinical isolates enables the prediction and diagnosis of phenotypic variation such as MDR traits. Transcriptional profiling of larger sets of clinical isolates, and the integration with genomic and phenotypic data, are now feasible owing to the stunning advances in deep-sequencing technologies. This approach may facilitate the robust prediction of fungal virulence and MDR phenotypes, which will advance our understanding of *C.auris* biology and species diversification.

## Data Availability Statement

Scripts for the primary RNA-seq analysis are deposited on github: https://github.com/tschemic/RNAseq_analysis_Cauris. Raw RNA-seq data have been deposited at the Gene Expression Omnibus (GEO) under the accession number GSE165762.

## Author Contributions

Conceptualization and experimental design: SJ, MT, KK. Performed experiments: NK, RS, SJ, AS, MC, AP. Analyzed data: NK, MT, SJ. Wrote the manuscript: SJ, KK. Acquired funding: KK, NC. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by a grant from the Austrian Science Fund FWF (*ChromFunVir*; P-32582). NK was supported by a Vienna Biocenter Summer School studentship. In addition, support came in part from a grant funded by the National Institute of Health to NC and KK (R01AI124499). MT was supported by an Erwin Schroedinger Return Fellowship (J3835) of the Austrian Science Fund FWF.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbeF.HirakiT. (2009). Mechanistic role of ergosterol in membrane rigidity and cycloheximide resistance in *Saccharomyces cerevisiae* . Biochim. Biophys. Acta Biomembr 1788, 743–752. 10.1016/j.bbamem.2008.12.002 19118519

[B2] AlvesR.Barata-AntunesC.CasalM.BrownA. J. P.Van DijckP.PaivaS. (2020). Adapting to survive: How Candida overcomes host-imposed constraints during human colonization. PloS Pathog. 16, e1008478. 10.1371/journal.ppat.1008478 32437438PMC7241708

[B3] AndersS.PylP. T.HuberW. (2014). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics 31, 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[B4] AndrewsS. (2010). FastQC: A quality control tool for high throughput sequence data. Available at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[B5] ArendrupM. C.PrakashA.MeletiadisJ.SharmaC.ChowdharyA. (2017). Comparison of EUCAST and CLSI Reference Microdilution MICs of Eight Antifungal Compounds for *Candida auris* and Associated Tentative Epidemiological Cutof. Antimicrob. Agents Chemother. 61, e00485–e00417. 10.1128/AAC.00485-17 PMC544416528416539

[B6] BatesS.HallR. A.CheethamJ.NeteaM. G.MacCallumD. M.BrownA. J. P.. (2013). Role of the *Candida albicans* MNN1 gene family in cell wall structure and virulence. BMC Res. 6, 294. 10.1186/1756-0500-6-294 PMC375086123886038

[B7] BenjaminiY.Hochberg,. Y. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J. R. Stat. Soc Ser. 57, 289–300.

[B8] BermanJ.KrysanD. J. (2020). Drug resistance and tolerance in fungi. Nat. Rev. Microbiol. 18, 319–331. 10.1038/s41579-019-0322-2 32047294PMC7231573

[B9] BernardoS. M.KhaliqueZ.KotJ.JonesJ. K.LeeS. A. (2008). *Candida albicans* VPS1 contributes to protease secretion, filamentation, and biofilm formation. Fungal Genet. Biol. 45, 861–877. 10.1016/j.fgb.2008.01.001 18296085PMC2729247

[B10] BingJ.HuT.ZhengQ.MuñozJ. F.CuomoC. A.HuangG. (2020). Experimental Evolution Identifies Adaptive Aneuploidy as a Mechanism of Fluconazole Resistance in *Candida auris* . Antimicrob. Agents Chemother. 65, e01466–e01420. 10.1128/AAC.01466-20 33077664PMC7927865

[B11] BlairJ. M. A.WebberM. A.BaylayA. J.OgboluD. O.PiddockL. J. V. (2015). Molecular mechanisms of antibiotic resistance. Nat. Rev. Microbiol. 13, 42–51. 10.1038/nrmicro3380 25435309

[B12] BreeuwerP.DrocourtJ. L.BunschotenN.ZwieteringM. H.RomboutsF. M.AbeeT. (1995). Characterization of uptake and hydrolysis of fluorescein diacetate and carboxyfluorescein diacetate by intracellular esterases in *Saccharomyces cerevisiae*, which result in accumulation of fluorescent product. Appl. Environ. Microbiol. 61, 1614–1619. 10.1128/AEM.61.4.1614-1619.1995 7747975PMC167417

[B13] BrionC.PfliegerD.FriedrichA.SchachererJ. (2015). Evolution of intraspecific transcriptomic landscapes in yeasts. Nucleic Acids Res. 43, 4558–4568. 10.1093/nar/gkv363 25897111PMC4482089

[B14] BrunoM.KerstenS.BainJ. M.JaegerM.RosatiD.KruppaM. D.. (2020). Transcriptional and functional insights into the host immune response against the emerging fungal pathogen Candida auris. Nat. Microbiol. 5, 1516–1531. 10.1038/s41564-020-0780-3 32839538PMC9204844

[B15] Burton,. A.Torres-PadillaM.-E. (2014). Chromatin dynamics in the regulation of cell fate allocation during early embryogenesis. Nat. Rev. Mol. Cell Biol. 15, 723–734. 10.1038/nrm3885 25303116

[B16] CalabreseD.BilleJ.SanglardD. (2000). A novel multidrug efflux transporter gene of the major facilitator superfamily from *Candida albicans* (FLU1) conferring resistance to fluconazole. Microbiology 146, 2743–2754. 10.1099/00221287-146-11-2743 11065353

[B17] ChenJ.TianS.HanX.ChuY.WangQ.ZhouB.. (2020). Is the superbug fungus really so scary? A systematic review and meta-analysis of global epidemiology and mortality of *Candida auris* . BMC Infect. Dis. 20, 1–10. 10.1186/s12879-020-05543-0 PMC765671933176724

[B18] ChowN. A.GadeL.TsayS. V.ForsbergK.GreenkoJ. A.SouthwickK. L.. (2018). Multiple introductions and subsequent transmission of multidrug-resistant *Candida auris* in the USA: a molecular epidemiological survey. Lancet Infect. Dis. 18, 1377–1384. 10.1016/S1473-3099(18)30597-8 30293877PMC6556114

[B19] ChowN. A.de GrootT.BadaliH.AbastabarM.ChillerT. M.MeisJ. F. (2019). Potential Fifth Clade of *Candida auris*, Ira Emerg. Infect. Dis. 25, 1780–1781. 10.3201/eid2509.190686 PMC671123531310230

[B20] ChowN. A.MuñozJ. F.GadeL.BerkowE. L.LiX.WelshR. M.. (2020). Tracing the Evolutionary History and Global Expansion of *Candida auris* Using Population Genomic Analyses. MBio 11, e03364–e03319. 10.1128/mBio.03364-19 32345637PMC7188998

[B21] ChowdharyA.SharmaC.MeisJ. F. (2017). *Candida auris*: A rapidly emerging cause of hospital-acquired multidrug-resistant fungal infections globally. PloS Pathog. 13, 1–10. 10.1371/journal.ppat.1006290 PMC543685028542486

[B22] ChowdharyA.PrakashA.SharmaC.KordalewskaM.KumarA.SarmaS.. (2018). A multicentre study of antifungal susceptibility patterns among 350 *Candida auris* isolate -17) in India: Role of the ERG11 and FKS1 genes in azole and echinocandin resistance. J. Antimicrob. Chemother. 73, 891–899. 10.1093/jac/dkx480 29325167

[B23] CloeckaertA.KuchlerK. (2020). Grand Challenges in Infectious Diseases: Are We Prepared for Worst-Case Scenarios? Front. Microbiol. 11, 613383. 10.3389/fmicb.2020.613383 33329504PMC7734098

[B24] De Fine LichtH. H. (2018). Does pathogen plasticity facilitate host shifts? PloS Pathog. 14, e1006961. 10.1371/journal.ppat.1006961 29723278PMC5933697

[B25] DuH.BingJ.HuT.EnnisC. L.NobileC. J.HuangG. (2020). *Candida auris*: Epidemiology, biology, antifungal resistance, and virulence. PloS Pathog. 16, 1–18. 10.1371/journal.ppat.1008921 PMC758136333091071

[B26] EsquivelB. D.SmithA. R.ZavrelM.WhiteT. C. (2015). Azole Drug Import into the Pathogenic Fungus Aspergillus fumigatus;. Antimicrob. Agents Chemother. 59, 3390–3398. 10.1128/AAC.05003-14 25824209PMC4432157

[B27] ForcheA.CromieG.GersteinA. C.SolisN. V.PisithkulT.SrifaW.. (2018). Rapid Phenotypic and Genotypic Diversification After Exposure to the Oral Host Niche in *Candida albicans* . Genetics 209, 725–741. 10.1534/genetics.118.301019 29724862PMC6028260

[B28] ForsbergK.WoodworthK.WaltersM.BerkowE. L.JacksonB.ChillerT.. (2019). *Candida auris*: The recent emergence of a multidrug-resistant fungal pathogen. Med. Mycol 57, 1–12. 10.1093/mmy/myy054 30085270

[B29] FranzR.MichelS.MorschhäuserJ. (1998). A fourth gene from the *Candida albicans* CDR family of ABC transporters. Gene 220, 91–98. 10.1016/S0378-1119(98)00412-0 9767132

[B30] Gómez-DíazE.JordàM.PeinadoM. A.RiveroA. (2012). Epigenetics of Host-Pathogen Interactions: The Road Ahead and the Road Behind. PloS Pathog. 8, e1003007. 10.1371/journal.ppat.1003007 23209403PMC3510240

[B31] HalmeA.BumgarnerS.StylesC.FinkG. R. (2004). Genetic and epigenetic regulation of the FLO gene family generates cell-surface variation in yeast. Cell 116, 405–415. 10.1016/S0092-8674(04)00118-7 15016375

[B32] HitchcockC. A.DickinsonK.BrownS. B.EvansE. G.AdamsD. J. (1990). Interaction of azole antifungal antibiotics with cytochrome P-450-dependent 14 alpha-sterol demethylase purified from *Candida albicans* . Biochem. J. 266, 475–480. 10.1042/bj2660475 2180400PMC1131156

[B33] HolmesA. R.CardnoT. S.StrouseJ. J.Ivnitski-SteeleI.KeniyaM. V.LackovicK.. (2016). Targeting efflux pumps to overcome antifungal drug resistance. Future Med. Chem. 8, 1485–1501. 10.4155/fmc-2016-0050 27463566PMC5827819

[B34] HortonM. V.JohnsonC. J.KernienJ. F.PatelT. D.LamB. C.CheongJ. Z. A.. (2020). *Candida auris* Forms High-Burden Biofilms in Skin Niche Conditions and on Porcine Skin. MSphere 5, 1–8. 10.1128/mSphere.00910-19 PMC697718031969479

[B35] HoyerL. L.PayneT. L.HechtJ. E. (1998). Identification of *Candida albicans* ALS2 and ALS4 and localization of als proteins to the fungal cell surface. J. Bacteriol 180, 5334–5343. 10.1128/JB.180.20.5334-5343.1998 9765564PMC107581

[B36] HuangM. Y.WoolfordC. A.MayG.McManusC. J.MitchellA. P. (2019). Circuit diversification in a biofilm regulatory network. PloS Pathog. 15, e1007787. 10.1371/journal.ppat.1007787 31116789PMC6530872

[B37] HuangX.HurabielleC.DrummondR. A.BouladouxN.DesaiJ. V.SimC. K.. (2020). Murine model of colonization with fungal pathogen *Candida auris* to explore skin tropism, host risk factors and therapeutic strategies. Cell Host Microbe 29, 210–221.e6. 10.1016/j.chom.2020.12.002 33385336PMC7878403

[B38] HubeB.MonodM.SchofieldD. A.BrownA. J. P.GowN. A. R. (1994). Expression of seven members of the gene family encoding secretory aspartyl proteinases in *Candida albicans* . Mol. Microbiol. 14, 87–99. 10.1111/j.1365-2958.1994.tb01269.x 7830564

[B39] JenullS.TschernerM.MairT.KuchlerK. (2020). ATAC-Seq Identifies Chromatin Landscapes Linked to the Regulation of Oxidative Stress in the Human Fungal Pathogen *Candida albicans* . J. Fungi 6, 182. 10.3390/jof6030182 PMC755932932967096

[B40] KaiserC.MichaelisS.MitchellA. (1994). “Methods in Yeast Genetics,” in A Laboratory Course Manual (New York: Cold Spring Harbor Laboratory Press).

[B41] KathuriaS.SinghP. K.SharmaC.PrakashA.MasihA.KumarA.. (2015). Multidrug-Resistant *Candida auris* Misidentified as *Candida haemulonii*: Characterization by Matrix-Assisted Laser Desorption Ionization-Time of Flight Mass Spectrometry and DNA Sequencing and Its Antifungal Susceptibility Profile Variability by Vitek 2, CL. J. Clin. Microbiol. 53, 1823–1830. 10.1128/JCM.00367-15 25809970PMC4432077

[B42] KimS. H.IyerK. R.PardeshiL.MuñozJ. F.RobbinsN.CuomoC. A.. (2019). Genetic Analysis of *Candida auris* Implicates Hsp90 in Morphogenesis and Azole Tolerance and Cdr1 in Azole Resistance. MBio 10, e02529–e02518. 10.1128/mBio.02529-18 PMC635598830696744

[B43] KordalewskaM.PerlinD. S. (2019). Identification of Drug Resistant Candida auris. Front. Microbiol. 10, 1918. 10.3389/fmicb.2019.01918 31481947PMC6710336

[B44] KordalewskaM.LeeA.ParkS.BerrioI.ChowdharyA.ZhaoY.. (2018). Understanding Echinocandin Resistance in the Emerging Pathogen *Candida auris* . Antimicrob. Agents Chemother. 62, e00238–e00218. 10.1128/AAC.00238-18 29632013PMC5971591

[B45] LappalainenT.GreallyJ. M. (2017). Associating cellular epigenetic models with human phenotypes. Nat. Rev. Genet. 18, 441–451. 10.1038/nrg.2017.32 28555657

[B46] LockhartS. R.EtienneK. A.VallabhaneniS.FarooqiJ.ChowdharyA.GovenderN. P.. (2017). Simultaneous emergence of multidrug-resistant *Candida auris* on 3 continents confirmed by whole-genome sequencing and epidemiological analyses. Clin. Infect. Dis. 64, 134–140. 10.1093/cid/ciw691 27988485PMC5215215

[B47] MansfieldB. E.OlteanH. N.OliverB. G.HootS. J.LeydeS. E.HedstromL.. (2010). Azole drugs are imported by facilitated diffusion in *Candida albicans* and other pathogenic fungi. PloS Pathog. 6, e1001126–e1001126. 10.1371/journal.ppat.1001126 20941354PMC2947996

[B48] MartínezP.LjungdahlP. O. (2005). Divergence of Stp1 and Stp2 transcription factors in *Candida albicans* places virulence factors required for proper nutrient acquisition under amino acid control. Mol. Cell. Biol. 25, 9435–9446. 10.1128/MCB.25.21.9435-9446.2005 16227594PMC1265835

[B49] MeisJ. F.ChowdharyA. (2018). Candida auris: a global fungal public health threat. Lancet Infect. Dis. 18, 1298–1299. 10.1016/S1473-3099(18)30609-1 30293876

[B50] MizusawaM.MillerH.GreenR.LeeR.DuranteM.PerkinsR.. (2017). Can Multidrug-Resistant *Candida auris* Be Reliably Identified in Clinical Microbiology Laboratories? J. Clin. Microbiol. 55, 638–640. 10.1128/JCM.02202-16 27881617PMC5277535

[B51] MuñozJ. F.GadeL.ChowN. A.LoparevV. N.JuiengP.BerkowE. L.. (2018). Genomic insights into multidrug-resistance, mating and virulence in *Candida auris* and related emerging species. Nat. Commun. 9, 1–13. 10.1038/s41467-018-07779-6 30559369PMC6297351

[B52] NaglikJ. R.ChallacombeS. J.HubeB. (2003). *Candida albicans* secreted aspartyl proteinases in virulence and pathogenesis. Microbiol. Mol. Biol. Rev. 67, 400–428. 10.1128/MMBR.67.3.400-428.2003 12966142PMC193873

[B53] NiimiK.MakiK.IkedaF.HolmesA. R.LampingE.NiimiM.. (2006). Overexpression of Candida albicans CDR1, CDR2, or MDR1 Does Not Produce Significant Changes in Echinocandin Susceptibility. Antimicrob. Agents Chemother. 50, 1148–1155. 10.1128/AAC.50.4.1148-1155.2006 16569823PMC1426986

[B54] PandeK.ChenC.NobleS. M. (2013). Passage through the mammalian gut triggers a phenotypic switch that promotes *Candida albicans* commensalism. Nat. Genet. 45, 1088–1091. 10.1038/ng.2710 23892606PMC3758371

[B55] PasrijaR.BanerjeeD.PrasadR. (2007). Structure and function analysis of CaMdr1p, a major facilitator superfamily antifungal efflux transporter protein of *Candida albicans*: identification of amino acid residues critical for drug/H+ transport. Eukaryot Cell 6, 443–453. 10.1128/EC.00315-06 17209122PMC1828935

[B56] PrasadR.De WergifosseP.GoffeauA.BalziE. (1995). Molecular cloning and characterization of a novel gene of *Candida albicans*, CDR1, conferring multiple resistance to drugs and antifungals. Curr. Genet. 27, 320–329. 10.1007/BF00352101 7614555

[B57] PrasadR.NairR.BanerjeeA. (2019). Multidrug transporters of Candida species in clinical azole resistance. Fungal Genet. Biol. 132, 103252. 10.1016/j.fgb.2019.103252 31302289

[B58] RakitaA.NikolićN.MildnerM.MatiasekJ.Elbe-BürgerA. (2020). Re-epithelialization and immune cell behaviour in an ex vivo human skin model. Sci. Rep. 10, 1. 10.1038/s41598-019-56847-4 31913322PMC6959339

[B59] ReußO.VikÅ.KolterR.MorschhäuserJ. (2004). The SAT1 flipper, an optimized tool for gene disruption in *Candida albicans* . Gene 341, 119–127. 10.1016/j.gene.2004.06.021 15474295

[B60] RichardsE. J. (2006). Inherited epigenetic variation — revisiting soft inheritance. Nat. Rev. Genet. 7, 395–401. 10.1038/nrg1834 16534512

[B61] RitzC.BatyF.StreibigJ. C.GerhardD. (2016). Dose-Response Analysis Using R. PloS One 10, e0146021. 10.1371/journal.pone.0146021 PMC469681926717316

[B62] RobinsonM. D.McCarthyD. J.SmythG. K. (2009). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26, 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B63] RybakJ. M.DoorleyL. A.NishimotoA. T.BarkerK. S.PalmerG. E.RogersP. D. (2019). Abrogation of Triazole Resistance upon Deletion of CDR1 in a Clinical Isolate of *Candida auris* . Antimicrob. Agents Chemother. 63, e00057–e00019. 10.1128/AAC.00057-19 30718246PMC6437491

[B64] RybakJ. M.MuñozJ. F.BarkerK. S.ParkerJ. E.EsquivelB. D.BerkowE. L.. (2020). Mutations in TAC1B: a Novel Genetic Determinant of Clinical Fluconazole Resistance in *Candida auris* . MBio 11, e00365–e00320. 10.1128/mBio.00365-20 32398311PMC7218281

[B65] SanglardD.KuchlerK.IscherF.PaganiJ. L.MonodM.BilleJ. (1995). Mechanisms of resistance to azole antifungal agents in *Candida albicans* isolates from AIDS patients involve specific multidrug transporters. Antimicrob. Agents Chemother. 39, 2378–2386. 10.1128/AAC.39.11.2378 8585712PMC162951

[B66] SatohK.MakimuraK.HasumiY.NishiyamaY.UchidaK.YamaguchiH. (2009). *Candida auris* sp. nov., a novel ascomycetous yeast isolated from the external ear canal of an inpatient in a Japanese hospital. Microbiol. Immunol. 53, 41–44. 10.1111/j.1348-0421.2008.00083.x 19161556

[B67] SchelenzS.HagenF.RhodesJ. L.AbdolrasouliA.ChowdharyA.HallA.. (2016). First hospital outbreak of the globally emerging *Candida auris* in a European hospital. Antimicrob. Resist. Infect. Control 5, 35. 10.1186/s13756-016-0132-5 27777756PMC5069812

[B68] Schuetzer-MuehlbauerM.WillingerB.KrapfG.EnzingerS.PresterlE.KuchlerK. (2003). The *Candida albicans* Cdr2p ATP-binding cassette (ABC) transporter confers resistance to caspofungin. Mol. Microbiol. 48, 225–235. 10.1046/j.1365-2958.2003.03430.x 12657057

[B69] SchwarzmüllerT.MaB.HillerE.IstelF.TschernerM.BrunkeS.. (2014). Systematic Phenotyping of a Large-Scale *Candida glabrata* Deletion Collection Reveals Novel Antifungal Tolerance Genes. PloS Pathog. 10, e1004211. 10.1371/journal.ppat.1004211 24945925PMC4063973

[B70] SedlazeckF. J.ReschenederP.von HaeselerA. (2013). NextGenMap: fast and accurate read mapping in highly polymorphic genomes. Bioinformatics 29, 2790–2791. 10.1093/bioinformatics/btt468 23975764

[B71] SharmaC.KumarN.PandeyR.MeisJ. F.ChowdharyA. (2016). Whole genome sequencing of emerging multidrug resistant *Candida auris* isolates in India demonstrates low genetic variation. New Microbes New Infect. 13, 77–82. 10.1016/j.nmni.2016.07.003 27617098PMC5006800

[B72] ShivarathriR.JenullS.StoiberA.ChauhanM.MazumdarR.SinghA.. (2020). The Two-Component Response Regulator Ssk1 and the Mitogen-Activated Protein Kinase Hog1 Control Antifungal Drug Resistance and Cell Wall Architecture of *Candida auris* . MSphere 5, e00973–e00920. 10.1128/mSphere.00973-20 33055262PMC7565899

[B73] SilverP. M.OliverB. G.WhiteT. C. (2004). Role of *Candida albicans* transcription factor Upc2p in drug resistance and sterol metabolism. Eukaryot Cell 3, 1391–1397. 10.1128/EC.3.6.1391-1397.2004 15590814PMC539032

[B74] SkellyD. A.MerrihewG. E.RiffleM.ConnellyC. F.KerrE. O.JohanssonM.. (2013). Integrative phenomics reveals insight into the structure of phenotypic diversity in budding yeast. Genome Res. 23, 1496–1504. 10.1101/gr.155762.113 23720455PMC3759725

[B75] SorgoA. G.BrulS.de KosterC. G.de KoningL. J.KlisF. M. (2013). Iron restriction-induced adaptations in the wall proteome of *Candida albicans* . Microbiology 159, 1673–1682. 10.1099/mic.0.065599-0 23728625

[B76] SzekelyA.BormanA. M.JohnsonE. M. (2019). *Candida auris* Isolates of the Southern Asian and South African Lineages Exhibit Different Phenotypic and Antifungal Susceptibility Profiles In Vitro. J. Clin. Microbiol. 57, e02055–e02018. 10.1128/JCM.02055-18 30867237PMC6498034

[B77] TschernerM.ZwolanekF.JenullS.SedlazeckF. J.PetryshynA.FrohnerI. E.. (2015). The *Candida albicans* Histone Acetyltransferase Hat1 Regulates Stress Resistance and Virulence via Distinct Chromatin Assembly Pathways. PloS Pathog. 11, 1–32. 10.1371/journal.ppat.1005218 PMC460883826473952

[B78] WasiM.KhandelwalN. K.MoorhouseA. J.NairR.VishwakarmaP.Bravo RuizG.. (2019). ABC Transporter Genes Show Upregulated Expression in Drug-Resistant Clinical Isolates of Candida auris: A Genome-Wide Characterization of ATP-Binding Cassette (ABC) Transporter Genes. Front. Microbiol. 10, 1445. 10.3389/fmicb.2019.01445 31379756PMC6647914

[B79] WilliamsR. B. H.ChanE. K. F.CowleyM. J.LittleP. F. R. (2007). The influence of genetic variation on gene expression. Genome Res. 17, 1707–1716. 10.1101/gr.6981507 18063559

[B80] WuF.ZhaoS.YuB.ChenY.-M.WangW.SongZ.-G.. (2020). A new coronavirus associated with human respiratory disease in China. Nature 579, 265–269. 10.1038/s41586-020-2008-3 32015508PMC7094943

[B81] YangH.TongJ.LeeC. W.HaS.EomS. H.ImY. J. (2015). Structural mechanism of ergosterol regulation by fungal sterol transcription factor Upc2. Nat. Commun. 6, 6129. 10.1038/ncomms7129 25655993

[B82] YuG.WangL.-G.HanY.HeQ.-Y. (2012). clusterProfiler: an R Package for Comparing Biological Themes Among Gene Clusters. Omi A J. Integr. Biol. 16, 284–287. 10.1089/omi.2011.0118 PMC333937922455463

[B83] YueH.BingJ.ZhengQ.ZhangY.HuT.DuH.. (2018). Filamentation in *Candida auris*, an emerging fungal pathogen of humans: passage through the mammalian body induces a heritable phenotypic switch. Emerg. Microbes Infect. 7, 1–13. 10.1038/s41426-018-0187-x 30482894PMC6258701

[B84] Zamith-MirandaD.HeymanH. M.CleareL. G.CouvillionS. P.ClairG. C.BredewegE. L.. (2019). Multi-omics Signature of *Candida auris*, an Emerging and Multidrug-Resistant Pathogen. MSystems 4, e00257–e00219. 10.1128/mSystems.00257-19 31186339PMC6561322

How the deposited data were processed for this re-analysis (not part of the article)

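Gene expression was measured by RNA-seq in 12 libraries, 3 from each of the C. auris isolates 470140, 470147, 470154 and CBS10913, grown in YPD at 37 °C for 4 hours. To make the deposited counts, the authors trimmed reads with cutadapt, mapped them to the B11221 genome with NextGenMap, removed optical duplicates and counted reads on genes with HTSeq in union mode. The paper's text does not name the strand setting, so overlapping and antisense genes could share counts, and genes with a near-identical copy could lose them. The counts are whole numbers without normalization, for 5711 genes, of which 51 had no count in any library.

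Library totals ranged from 24185813 to 47662778, with a median of 33166790. From these counts, genes were filtered with filterByExpr, which kept 5460 genes holding 99.999% of all counts, and normalized by the TMM method. Fold changes, standard errors and p-values come from edgeR 4.0.16 in R 4.3.3, with glmQLFit and glmQLFTest on 1 fit of all 12 libraries and the isolate as the only term. P-values were adjusted by the Benjamini-Hochberg method over the genes kept, and genes were called at an FDR under 0.05 and an absolute log2 fold change over 0.58, the limits the paper uses. The standard error is the size of the log2 fold change divided by the square root of the F statistic. For SAP2, with few counts in 470140 and CBS10913, counts pooled over libraries were compared as rates with exact Poisson 95% intervals. The principal component analysis used prcomp on CPM of the genes kept, and log2 CPM used a prior count of 2.

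The 6 comparisons were each clade I isolate against CBS10913 and the 3 pairs of clade I isolates. The pairs 470147 against 470140 and 470154 against 470147 are not in the paper. The genes named in the text were fixed by a rule before the data were examined, except CJI97_001995, CJI97_001481 and CJI97_005706, which were named after their values were seen. They are the genes the paper names from its RNA-seq, CDR1, ERG11 and SAP2 in all comparisons, the 3 genes in each direction with the largest change in the comparisons not in the paper, and the genes of runs of adjacent DEGs with their neighbours. The fold changes of the run with ERG11 had been seen in a supplementary table.

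Alternatives were RLE size factors, library size only, no filter, CPM of at least 1 in 3 libraries, the likelihood ratio test, the exact test, DESeq2 1.42.0, glmTreat, fits of only 2 isolates, the replicate number as a block, counts thinned to 24185813 per library and each library left out in turn. On simulated counts for 470154 against 470140 with 200 of 5440 genes changed by a log2 fold change of 1, the quasi-likelihood test recovered 97% of the changed genes with 2 false calls. The lowest chi-square per degree of freedom between 2 replicates was 5.41, so no pair differed by less than the sampling noise.

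Gene order was taken from the locus tag number, since 0 of the IDs matched the reference table used here, which is for assembly ASM301371v2 of B11220, and contig ends are not known. Gene names come from the supplementary tables and are those of the closest C. albicans protein. The tables of all genes were used for their first 1999 of 4663 and first 1999 of 4638 rows and only for single values. Gene ontology enrichment was not analysed here.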

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

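The tests of the runs of genes, of the genes near the floor in CBS10913 and of CDR1 were chosen only after these results were seen.

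A run of 13 genes with consecutive locus tags among those tested, CJI97_001076 to CJI97_001088, was called higher in 470154 than in 470140, and all 13 were called higher in 470147 than in 470140 too. The paper discusses 2 of them, SAP2 and MNN1. Without MNN1, the 12 genes together had 59 counts in 470140, 70 in CBS10913, 4558 in 470154 and 4651 in 470147. The genes on each side, CJI97_001073 and CJI97_001089, were not called, at 0.13 and 0.12. In 1000 random orders of the genes the longest run was 5, which argues against a chance order. The run was defined by these calls, so the calls of the other 12 genes are no separate test of an induction of SAP2 alone. They show that SAP2 was not the only gene of the segment to be higher. After thinning to equal depth 12 genes of the run kept a value and all 12 were called. CJI97_001076, which had too few counts to keep one, had 44 counts in 470154 and 2 in 470140, a ratio per total of 19.8 (exact Poisson 95% interval 5.16 to 168, for counting error only). A difference in depth does not account for the 12 genes, and for CJI97_001076 the ratio lies above the 1.11 times higher total of the 470154 libraries. A candidate explanation is that the segment is missing from, or too diverged to map in, 470140 and CBS10913. The highest count of the 12 genes there was 8 in a library. Silencing of the segment would give the same low counts, so the 2 cannot be told apart from counts of RNA. MNN1 was at 89.0 CPM in CBS10913 and had 134, 143 and 190 counts in the libraries of 470140, so this explanation does not cover MNN1 in either.

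ERG11 lies in a run of 6 genes, CJI97_001154 to CJI97_001159, all higher in 470154 than in 470140, with log2 fold changes from 1.09 to 1.72 and a median of 1.25. The neighbours CJI97_001153 and CJI97_001160 were not called, at -0.34 and 0.12. A run as long appeared in 0 of 1000 random orders of the genes. All 6 genes were called after thinning to equal depth, so neither chance order nor depth accounts for the run. Of the other 17 ergosterol genes of Figure 2C, 0 were called higher by edgeR's quasi-likelihood test, its likelihood ratio and exact tests, DESeq2 or glmTreat, and their highest log2 fold change was 0.53. At an unadjusted p under 0.05, 4 of them were higher, and at an FDR under 0.05 from edgeR's quasi-likelihood test 3 were higher and 3 lower, all by less than the limit. This argues against an activation of the pathway as the whole cause of the run. All 6 genes were called higher than in 470147 as well, from 0.67 to 2.15. An extra copy of the segment in 470154 may give such values, but so would a regulator acting on it, and the 2 cannot be told apart without DNA.

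In CBS10913, 38 genes stayed under 0.5 CPM in every library while reaching 5 CPM or more on average in a clade I isolate, against 3 such genes in 470140, 1 in 470147 and 2 in 470154. Of the 38, 36 were called higher in all 3 clade I isolates, and 27 lay next to another of them. At most 6 did so in 1000 random orders. The lowest total of a CBS10913 library, 41243468, was above every total of the other isolates, so lower depth is excluded. The highest count of such a gene in a CBS10913 library was 17. Sequence missing from CBS10913 or too diverged to map to the B11221 genome may explain these genes, and cannot be told apart from silencing by counts.

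The paper does not report 470147 against 470140 or 470154 against 470147. In these, 1482 and 1687 genes were called, against 390 for 470154 and 470140. In each, the real split of the 6 libraries was the 1 of 10 that gave as many. This is the smallest share that 10 splits allow, so the count of splits cannot decide on chance either way. The largest rises in 470147 over 470140 with libraries that do not overlap (10% of genes by chance) were those of SAP2, CJI97_001084 and CJI97_001080, all in the run of 13 genes. CJI97_004515 fell from 1411 ± 124 to 40.7 ± 8.86 CPM (SD, n = 3 each), a log2 fold change of -5.12. Between 470154 and 470147, CJI97_003997 rose from 7.49 ± 0.873 to 128 ± 3.25 CPM (SD, n = 3 each), a log2 fold change of 4.10. The largest change of this comparison was a fall, that of CJI97_004557 from 32.5 ± 3.15 CPM in 470147 to 0.0778 ± 0.0819 in 470154 (SD, n = 3 each), with 4, 2 and 0 counts in the libraries of 470154. No biological explanation was tested.

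Both azole-resistant isolates were higher than 470140 in 34 genes. Of these, 13 are the run with SAP2. Independent calls of as many genes in the 2 comparisons would share 18.8 genes. Outside the run 21 genes were higher in both, and independent calls would share 16.9. Of 100 splits of the 9 libraries, 3 gave as many, the real one included, so a random grouping of the libraries is excluded at 0.05. It does not show that the genes outside the run are shared more often than independent calls. Across genes, the 2 sets of log2 fold changes correlated at 0.32. The shared libraries alone gave 0.513 on average in 20 simulations of unchanged isolates, where every fold change is noise. The real isolates differ in many genes, so noise is a smaller part of their fold changes and 0.513 is no baseline for 0.32. This correlation therefore decides nothing on a response shared by the 2 isolates. No biological explanation was tested.

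Against CBS10913, 4 named genes were called in opposite directions in 2 clade I isolates, and the direct comparison of those isolates was called. ALS4 was higher in 470140 (2.80) and 470147 (0.97) and lower in 470154 (-0.60), with direct log2 fold changes of -3.39 between 470154 and 470140 and -1.57 between 470154 and 470147. MNN1 was lower in 470140 (-3.88) and higher in 470147 (0.95), with a difference of 4.83. PSA2 was lower in 470147 (-1.10) and higher in 470154 (1.60), with a difference of 2.70. MDR1 (CJI97_004176) was lower in 470147 (-0.63) and higher in 470154 (1.13), with a difference of 1.76. Another gene listed as MDR1, CJI97_004042, was lower in 470154 than in CBS10913, at -3.98 (10.9 against 173 CPM). Of these values, the -0.60 of ALS4 and the -0.63 of MDR1 lie close to the limit of 0.58, and their calls against CBS10913 were not examined under the alternatives. No biological explanation was tested.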

How the results depend on the processing

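All alternatives were set before the data were examined. The counts of DEGs, the shared sets, the ergosterol, post-mevalonate, SAP and drug export counts were within 1.5 times their values under RLE size factors, library size only, no filter, the CPM filter, the likelihood ratio test, the exact test, DESeq2, fits of 2 isolates, the block and thinning. The number of runs and the share of the first component are given apart. glmTreat, which tests against the fold limit itself and so calls fewer genes, gave 1141 DEGs for 470147 against CBS10913, 101 for 470154 against 470140, 851 for 470147 against 470140, 1058 for 470154 against 470147, 772 common DEGs, 47 shared by 470140 and 470147 only, 16 genes up in both azole-resistant isolates and 2 runs of adjacent DEGs.

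With each library left out in turn, DEGs ranged from 2376 to 2556 for 470140, 1682 to 1820 for 470147 and 2564 to 2675 for 470154 against CBS10913, and from 358 to 409 for 470154 against 470140. The common DEGs ranged from 1104 to 1250 and the genes up in both azole-resistant isolates from 31 to 41. The runs of adjacent DEGs, 4 in all libraries, ranged from 2 to 6. They were 2 without replicate 3 of 470140 and 2 without replicate 3 of 470154. The cause was not tested.

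The first principal component held 83.5% of the variance on CPM, 71.7% on log2 CPM, 53.4% on scaled CPM and 53.8% on scaled log2 CPM. Scaling gives every gene the same weight, while unscaled CPM is led by abundant genes. Without 1 library it ranged from 78.1% to 86.4%.

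Scaling by library size alone moved the median log2 fold change of all genes to -0.124 for 470154 against 470140 and -0.105 for 470147 against 470140. It lowered the number of genes higher in 470154 than in 470140 from 148 to 113 and raised the number lower from 242 to 358.

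Among 223 values of named genes, 187 kept their direction and their side of the threshold under all alternatives that gave a value. glmTreat took 26 of them under the threshold. In at least 1 omission of a library, 9 of them fell under it and 4 passed it. A change of sign occurred in genes that were not called. With library size only, ERG12 in 470147 went to -0.015 and ERG8 (CJI97_001215) in 470147 to -0.025 against CBS10913. Without 1 library, ERG8 against CBS10913 ranged from -0.168 to 0.317 in 470147 (-0.168 without replicate 3 of CBS10913, -0.0141 without replicate 1 of 470147) and from -0.391 to 0.0627 in 470154 (0.0627 without replicate 1 of CBS10913). In 470154 against 470140, DAL5 (CJI97_000040) ranged from -0.117 to 0.0133 (without replicate 3 of 470140), SAP8 (CJI97_001763) from -0.0130 (without replicate 1 of 470154) to 0.401 and CJI97_002627 from -0.0954 to 0.0109 (without replicate 3 of 470154). The cause was not tested. MET15 and ARO10, not called in 470154 against 470140, were called in fits of 2 isolates, at 0.81 and 0.84, and without replicate 2 of CBS10913. MET15 was called without replicate 3 of CBS10913 too.

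The replicate numbers showed no pairing that held across the isolates. Across genes, the deviations of libraries with the same number correlated at -0.531 to 0.301 over the 6 comparisons, and 8 of 18 values were positive. They were positive for all 3 numbers in 470147 against 470140, at 0.0314, 0.237 and 0.296, so a pairing of these isolates is not excluded. The replicate number as a block gave 390 DEGs for 470154 against 470140, 2467, 1743 and 2619 for 470140, 470147 and 470154 against CBS10913, 1486 for 470147 against 470140 and 1683 for 470154 against 470147.

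Of the 10 splits of the 6 libraries of each pair of isolates, 1 gave as many DEGs, the real one, for each comparison. The same held for the SAP and drug export genes and the runs of 470154 against 470140. This is the smallest share that 10 splits allow, so these counts cannot decide on chance. Of 100 splits of all 12 libraries, 1, the real one, gave as many common DEGs and as many genes in each region shared by 2 isolates. A random grouping of the libraries is excluded there at 0.05. Such a grouping mixes the isolates, so this shows only that the isolates differ. It cannot tell whether genes are shared beyond what the common CBS10913 libraries and the threshold give. For the ergosterol genes of Figure 2C (1 of 100 splits) and the post-mevalonate genes (3 of 100 splits of 9 libraries), all or most of the list was chosen on the real grouping of these libraries, so the splits decide nothing.

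Depth limits the genes near the floor. SAP2 in 470140 against CBS10913 rests on 9 and 5 counts. It was called by the quasi-likelihood test (FDR = 0.0432) and not by the exact test (0.0724), DESeq2 (0.0525) or glmTreat (0.136), nor without replicate 1 (0.0697) or 2 (0.168) of 470140 or replicate 1 (0.108), 2 (0.0596) or 3 (0.0533) of CBS10913, and the FDR over all alternatives ran from 0.0353 to 0.168. Fits of 2 isolates gave no value for it.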

Differences from the paper's values

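More genes were called here than in the paper, in both directions, in each comparison that the paper lists. There were 1174 common DEGs against 966 in the paper, and 148 genes higher in 470154 than in 470140 against 106. The paper's tables of all genes hold 4663 and 4638 rows, while 5460 genes were tested here, so the counts may come from sets of unlike size. The cause of the higher counts was not tested. The first principal component held 83.5% of the variance on unscaled CPM, and the paper's value is 54%. Among the alternatives set before the data were examined, scaling each gene to unit variance came closest. It gave 53.4% on CPM and 53.8% on log2 CPM. So scaling alone is enough to give a value near the paper's, though the paper's methods name no scaling. Log2 CPM gave 71.7%, and leaving out replicate 2 or replicate 3 of CBS10913 gave 79.1% and 78.1%. These lie within 1.5 times the paper's value but not close to it. RLE size factors, library size only, no filter, the CPM filter, thinning and each other omission of a library gave still higher values.

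SAP2 against CBS10913 had a fitted log2 fold change of 9.14 in 470147, where the paper's value is 8.92, and of 9.33 in 470154, where the paper's value is 9.10. Both rest on 5 counts in CBS10913 in all, so the standard error of 0.14, taken from the F statistic, is too small for the counting error. The exact Poisson intervals of the pooled ratio ran from 251 to 1810 in 470147 and from 280 to 2020 in 470154. They include the paper's values, so the gap to the paper lies within counting error in both isolates. Library size only (9.06 and 9.22) and leaving out replicate 1 of CBS10913 (8.95 and 9.11) came within 0.14 of the paper's values. The other alternatives did not.

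The paper names MDR1 among the genes higher in 470154 than in 470140. Here its log2 fold change was 0.56, under the limit, with an FDR of 0.00311 from edgeR's quasi-likelihood test. It passed the limit without replicate 2 or 3 of 470140 or without replicate 2 of 470154. CDR1, CDR4 and FLU1 were called, as in the paper. MET15 and ARO10, drawn in Figure 3C, were not called, at 0.79 (FDR = 0.0985) and 0.83 (FDR = 0.194) from edgeR's quasi-likelihood test. Fits of 2 isolates and the fit without replicate 2 of CBS10913 called both, and that without replicate 3 of CBS10913 called MET15. In both genes the libraries of 470154 did not overlap with those of 470140. So the missing calls rest on the spread shared with CBS10913, which is not part of this comparison. Between its replicates the chi-square per degree of freedom was at least 185.9, against at most 57.48 between replicates of the other isolates.

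The paper describes SAP2 as higher than in CBS10913 in 470154 and 470147 but not in 470140. Here edgeR's quasi-likelihood test called it in 470140 too (FDR = 0.0432), on 9 against 5 counts, with a two-sided exact Poisson p of 0.0476, while the exact Poisson interval of the ratio, 0.948 to 12.0, includes 1. The exact test, DESeq2 and glmTreat did not call it, nor did the fits without replicate 1 or 2 of 470140 or without any 1 of the CBS10913 replicates.

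The paper describes the ergosterol genes that act after mevalonate as higher in azole-resistant isolates. Of 18 such genes, 13 were called in both isolates, 16 in 470147 and 13 in 470154. ERG12, ERG8, MVD, ERG20 and ERG5 were not called in 470154.

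The paper describes UPC2 as higher in all clade I isolates. It was higher in each, but in 470140 (0.49) and 470154 (0.54) it was under the limit of 0.58 that the paper sets for its DEGs. The paper's values for UPC2 are the same to 2 decimals.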

Other observations

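The tests of CDR1 were chosen only after its values were seen. The test across replicates was written down before its result was computed.

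CDR1 was lower in every clade I isolate than in CBS10913, the clade II strain, where it was at 4079 ± 387 CPM (SD, n = 3). The log2 fold changes were -3.38 in 470140, -1.03 in 470147 and -1.83 in 470154, which the paper does not discuss. Under 2 other scalings the smallest drop was still -1.02, which argues against normalization as the cause. The summed CPM of 5 genes of ABC transporters, 4604 in CBS10913, was lower in each clade I isolate too, the smallest drop being -0.60 on the log2 scale. CDR1 made up most of this sum in CBS10913. The other 4 genes together were at 526 CPM in CBS10913, 1534 in 470140, 845 in 470147 and 1891 in 470154, which offset 27.3%, 15.3% and 46.6% of the drop of CDR1. Nearly all of this lies in 1 gene, CJI97_001995, named after its values were seen, at 466 ± 187 CPM in CBS10913, 1499 ± 217 in 470140, 757 ± 46.3 in 470147 and 1833 ± 89.4 in 470154 (SD, n = 3 each). Of the other 3 genes, all were called lower than in CBS10913 in 470140, and in 470154 CJI97_001481 and CJI97_005706 were called lower and CJI97_000479 was not called. In 470147, CJI97_001481 and CJI97_005706 were called higher. Reads moved to these genes would have left the sum as it was, so they do not account for the whole drop. For the part that is offset, reads moved to CJI97_001995 cannot be told apart from a rise of this gene, since counts per gene do not show which gene a read came from. A difference between the clades stays open and was not tested.

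If part of the difference between 470154 and 470140 came from a state of the cultures that also varies between replicates, it may show in replicates of other isolates. Across genes, the log2 fold changes of 470154 against 470140 correlated at up to 0.286 in size with differences between replicates of 470147 and at up to 0.192 with those of CBS10913. These lie between the limits set beforehand for and against such a state, so it cannot be told apart from a difference between the isolates. Genes are not independent replicates.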
